# Ectopic Cerebellar Cell Migration Causes Maldevelopment of Purkinje Cells and Abnormal Motor Behaviour in *Cxcr4* Null Mice

**DOI:** 10.1371/journal.pone.0086471

**Published:** 2014-02-07

**Authors:** Guo-Jen Huang, Andrew Edwards, Cheng-Yu Tsai, Yi-Shin Lee, Lei Peng, Takumi Era, Yoshio Hirabayashi, Ching-Yen Tsai, Shin-Ichi Nishikawa, Yoichiro Iwakura, Shu-Jen Chen, Jonathan Flint

## Abstract

SDF-1/CXCR4 signalling plays an important role in neuronal cell migration and brain development. However, the impact of CXCR4 deficiency in the postnatal mouse brain is still poorly understood. Here, we demonstrate the importance of CXCR4 on cerebellar development and motor behaviour by conditional inactivation of *Cxcr4* in the central nervous system. We found CXCR4 plays a key role in cerebellar development. Its loss leads to defects in Purkinje cell dentritogenesis and axonal projection *in vivo* but not in cell culture. Transcriptome analysis revealed the most significantly affected pathways in the *Cxcr4* deficient developing cerebellum are involved in extra cellular matrix receptor interactions and focal adhesion. Consistent with functional impairment of the cerebellum, *Cxcr4* knockout mice have poor coordination and balance performance in skilled motor tests. Together, these results suggest ectopic the migration of granule cells impairs development of Purkinje cells, causes gross cerebellar anatomical disruption and leads to behavioural motor defects in *Cxcr4* null mice.

## Introduction

CXC chemokine receptor 4 (CXCR4) is a seven-transmembrane G-protein-coupled receptor. It acts as a receptor for CXC chemokine stromal cell derived factor-1 (SDF-1, also called CXCL12). It is widely expressed in a variety of tissue types but is predominantly expressed by immune cells and in the brain. While the immune function of CXCR4 has been much studied, little is known about its role in the brain.

During embryonic mouse brain development, *Cxcr4* is expressed in ventricular zones. These are sites of stem cell proliferation. In late embryonic stages, *Cxcr4* is expressed in the hippocampus and cerebellum [1]. Embryonic data (E18.5 and P0) from *Cxcr4* knockout (KO) mice show that the cerebellum develops abnormally with an irregular external granule cell layer (EGL) and ectopically located Purkinje cells [2], [3]. These studies imply that defects in SDF-1/CXCR4 signaling result in premature migration from the EGL during embryonic cerebellar development. Indeed, SDF-1 has been shown to function as a chemoattractant and is secreted from the meninges. It attracts embryonic but not postnatal cerebellar EGL cells [4]. In SDF-1 KO mice at E15.5, premature granule cells have been detected migrating into the cerebellar anlage [5].

*Cxcr4* is highly expressed from E18.5 to P4 in the cerebellum. Subsequently, expression becomes very low or non-detectable at P14 (according to the Allen Brain Atlas [6]). Currently, the effect of CXCR4 deficiency in postnatal cerebellar development is poorly understood. This is because *Cxcr4* KO mice are embryonic lethal as a result of defects in cardiogenesis and hematopoiesis [3]. To date there has been no study into postnatal cerebellar development in CXCR4 KOs since the work of Zou *et al.* in 1998. Consequently, in order to study postnatal development and its impact on function we conditionally inactivated *Cxcr4* in the central nervous system (CNS). We here report the functional characterization of conditional inactivation of *Cxcr4* in postnatal cerebellar development.

## Materials and Methods

### Ethics Statement

All experiments were carried out in strict accordance with the recommendations in the Guide for Laboratory Animals Facilities and Care as promulgated by the Council of Agriculture. Executive Yuan, ROC. The protocol was approved by the Institional Animal Care and Use Committee of Chang Gung University (Permit Number: CGU11-007). In this protocol, all efforts were made to minimize suffering.

### Animals

*Cxcr4*(^flox/flox^) mice [7] and *Sox1-Cre* mice (Acc. No. [CDB0525K], http://www.cdb.riken.jp/arg/mutant%20mice%20list.html) [8] have been described previously and were genotyped accordingly. Rosa26-EGFP mice were purchased from National Laboratory Animal Center, Taiwan. Mice were maintained in specific pathogen-free conditions. They were housed in a 12∶12 hour light dark cycle at temperature of 22°C and a humidity level of 60–70%. Animals had ad libitum access to food and water.

### Immunohistochemistry and *in situ* hybridization

Tissue was fixed in 4% paraformaldehyde. All sections for immunohistochemistry and *in situ* hybridzation were cut to a thickness of 40 µm on a sliding microtome. For antibody staining, sections were mounted on superfrost electrostatic slides and dried overnight. Subsequently, slides were incubated in the 0.01 mol/L citric buffer for 15 min at 90°C, 3% H_2_O_2_ for 10 min, rinsed in PBS, and incubated overnight at room temperature. BrdU (Accurate, 1∶250), NeuroD (Santa Cruz, 1∶1000), Calbindin (Sigma, 1∶1000), Cleaved Caspase-3 (Cell Signaling, 1∶150) antibodies were used. Next day, following the ABC kit procedure (Vector Lab), slides were reacted with a Sigma DAB tablet. Sections were then cover-slipped with DPX. For immunofluorescence staining, sections were mounted on slides and dried overnight. On the following day, slides were incubated in the 0.01 mol/L citric buffer for 15 min at 90°C, rinsed in PBS, and incubated overnight in primary antibody solution. Pax6 (Millipore 1∶1000), GFAP (Sigma, 1∶2000), Calbindin (Sigma, 1∶1000), CNPase (Abcam 1∶1000), and NeuN (Millipore, 1∶400) antibody concentrations were used. Subsequently, slides were rinsed in PBS and incubated with Alex Fluor 568 and Alex Fluor 488 secondary antibody (1∶200) for one hour. Slides were then cover-slipped. For *in situ* hybridization, CXCR4 DIG-labeled probe was synthesized using a forward primer (ATGGAACCGATCAGTGTGAGTA) and reverse primer (ATGCTCTCGAAGTCACATCCTT). Slides were incubated in Proteinase K (Invitrogen, 20 ug/ml) for 10 min, acetylated by acetic anhydride, incubated with *Cxcr4* probe in 50% formamide at 58°C overnight. Next day, washing with SSC and MABS, then slides were incubated with anti-DIG antibody (Roche, 1∶5000) overnight. Signal was detected by NBT and BCIP for 12 hours.

### Cell counting for Granule and Purkinje cells

Brain tissue for granule and Purkinje cells counting was cut to a thickness of 20 µm on a sliding microtome. One in eight representative sections was then stained for Pax6 or Calbindin using antibodies. Four sagittal sections close to the middle of the cerebellum were selected for cell counting. For Purkinje cells counting, the total number of cells present on the four sections was counted. For granule cells counting, we selected 24 areas (100×200 µm^2^) inside the granule cell layer and counted the number of granule cell in each square using Image J.

### Golgi staining

Brains were harvested and stained using an FD rapid Golgistain™ Kit in accordance with the manufacturer's instructions (FD Neuro Technologies). Brains were sectioned sagittally at a thickness of 120 µm using a microtome. The numbers of terminal dendrites of Purkinje cells were counted. A z-series of images were taken of purkinje cells and a focused image produced via photo-merge stacking in Adobe Photoshop CS5.

### mRNA quantitification

P1 cerebella were collect from WT and KO mice. mRNA was extracted using a RNeasy Lipid Tissue Kit (Qiagen). cDNA was then made using SuperScript III reverse transcriptase (Invitrogen). Expression was measured by quantitative PCR using the following primers: *Cxcr4* (F: GACTGGCATAGTCGGCAATG, R: AGAAGGGGAGTGTGATGACA AA) *Neurog2* (F: AACTCCACGTCCCCATACAG, R: TGCCAGTAGTCCACGTCTGA) *Ptf1a* (F: CTGCGACAAGCCGCTAATG, R: GAAGGCGTCGTTGATGGACT). β-actin (F: CATCACTATTGGCAACGAG, R: GGCATAGAGGTCTTTACGG). Experiments were performed in duplicate. Gene expression levels were calculated by the ΔΔC_t_ method and normalized against a β-actin control.

### Cerebellum culture and staining

The cerebellum cell culture method was modified from a previous study [9]. Cerebella were dissected from WT or KO E17 embryos. They were then immersed in 12 ml of ice-cold HBSS in a 15 ml falcon tube. The medium was then discarded and the cerebella placed in 1 ml of HBSS supplemented trypsin (0.1%) and heated for 10 min at 37°C in the water bath. 1 ml of ice-cold Normal horse serum and 50 µl of 1% DNase was then added. The media was pipetted gently to dissociate cells. 1×10^6^ cells per well in 90 µl were plated onto glass cover slips (12 mm in diameter) coated with poly-D-lysine and placed in a humidified CO_2_ incubator (5% CO_2_ at 37°C). One milliliter of culture medium was added to each well after 3 hours. The medium was composed of DMEM-nutrient mixture of Ham's F-12 supplemented with insulin (7.5 µg/ml), transferrin (75 mg/ml), progesterone (15 nM), sodium selenite (22.5 nM), GlutaMAX (3 mM), triodothyronine (0.4 ng/ml), gentamicin (7.5 µg/ml), and putrescine (75 µM). For the CXCR4 antagonist experiment, AMD3100 (a gift from Dr. Kak-Shan Shia, NHRI, Taiwan) was added to the culture wells accordingly (0, 2.5 µg/ml, 10 µg/ml). The cerebellar cultures at 21 DIV were fixed with 4% paraformaldehyde in PBS for 15 minutes at room temperature. The cultures were incubated with calbindin antibody (Sigma, 1∶1000) and beta-tubulin (abcam, 1∶1000) in 0.5% Triton X-100 and 5% serum in PBS for 2 hours at room temperature. They were then incubated with fluorescein-labeled secondary antibodies (1∶200) for 1 hour at room temperature. The numbers of terminal dendrites of Purkinje cells were counted.

### Microarray analysis

Gene expression analysis was performed with multiple biological replicates for WT (n = 8) and *Cxcr4* KO (n = 7). RNA was prepared from cerebella from one-day-old WT and *Cxcr4* KO mice. RNA was reverse transcribed into cRNA and biotin-UTP labeled using the Illumina TotalPrep RNA amplification kit (Ambion) and hybridized to the Illumina mouse Rsfseq-8v2 Expression BeadChips. Image data were extracted using the Illumina GenomeStudio software. Raw expression values were log2 transformed and median normalized. The expression array data is available on Gene Expression Omnibus (GSE48788).

### Pathway enrichment analysis

For pathway enrichment analysis, the normalized data of entire 17925 transcripts were uploaded to the GSEA software (v 2.0, http://www.broad.mit.edu/gsea/). Signal-to-noise ratio was used to generate the ranked list for all genes. The association between a given gene set and a treatment group was measured by the non-parametric running sum statistic termed the enrichment score (ES).The gene sets used are from Molecular Signatures Database (MsigDB), catalog C2 functional sets, subcatalog canonical pathways, which include 241 gene sets from pathway databases (version 2.5, updated by April, 2008). These gene sets are canonical representations of 241 biological process compiled by KEGG. The cut-off p-values were assigned based upon 1000 random permutation tests. The normalized enrichment score (NES) was calculated based on the size of the gene set and its enrichment score. The nominal p-value was calculated after permutation testing of the microarray samples. The false discovery rate (FDR) was calculated to correct for multiple hypothesis testing. As recommended by the software developer, a gene set is considered significantly enriched when its p-value is less than 0.05 or FDR score is less than 0.25.

### Heatmap and hierarchical clustering

All genes in the leading edge and the trailing edge of the eight significantly altered pathways listed in Table S1 were selected for hierarchical clustering analysis. A total of 69 genes were included in the analysis. Two-dimensional hierarchical clustering was performed by Ward's linkage method using Pearson's correlation as a measure of similarity. Intensity on the heatmap represents standardized expression level of individual gene in each sample. Hierarchical clustering analysis and intensity standardization were performed using Partek Genomics Suite (v 6.4).

### Behavioral tests

#### Activity box

Mice were housed separately in transparent plastic cages for two hours. Two laser beams were fired across opposite ends of the cage. If a mouse positioned itself between the beam emitter and sensor, a “beam break” would be automatically counted by a computer. If a mouse broke both beams in succession, thereby transversing the length of the cage, a “crossover” was counted. The counts for beam breaks and crossovers were measured over 24×5 minute intervals.

#### Inverted mesh grid grip test

Mice were placed on the centre of a 43 cm square wire mesh grid consisting of 12 mm squares of 1 mm diameter wire. The grid was surrounded by a 4 cm thick wooden frame which prevented mice climbing to the converse side. Once a mouse was positioned, the grid was turned upside down and elevated in order to force the mouse to grip the wire to avoid falling. The time taken for a mouse to fall was recorded. If an animal did not fall, the experiment was concluded after one minute.

#### Grip strength test

We followed the manufacturer's instruction for the Grip Strength Meter (UGO Basile). Mice were placed over a base plate, in front of a grasping bar. The bar was fitted to a force transducer connected to the peak amplifier. Mice were pulled by the tail, and the mice grasp the bar. Within 20 seconds, maximal grip force was measured.

#### Accelerating rotarod

Mice were held by the tail and placed on the rotarod, facing away from the direction of rotation. The rotarod moved at an initial speed of 4 rpm. After 10 seconds, the rod speed was accelerated at a rate of 20 rpm per minute. Once acceleration had been triggered, the time taken for mice to fall was noted.

#### Gait analysis

When mice spontaneously walked at a velocity of 20 cm/sec their motion was recorded by BCamCapture Version (Clever Sys Inc). TreadScan (Clever Sys Inc) was then used to analysis the standing and swing phases during gait cycles. The stand time is the time elapsed while the foot is in contact with the tread, in its stance phase. The swing time is the time elapsed while the foot is in the air, in its swing phase.

#### Ladder Rung Walking Test

Mice were placed on a Ladder Rung walking test apparatus. Mice were trained to walk through an irregular rung arrangement. Mice were given three trials in total, and the number of missing steps counted. The ladder rung task apparatus was modified from the published version for mice [10].

### Behavioral statistics

The activity box data was analyzed via a paired T test, with KO results analyzed against their WT counterparts for a given time bin. The inverted mesh test was analyzed via a survival analyzed test. T tests were used to analysis grip strength, rotarod results, gait analysis and ladder rung walking. Values represent means ± SEM. All stats were performed on Graphpad Prism version 5.

## Results

### CXCR4 inactivation causes granule cell ectopia and agenesis of the cerebellar folia

Mice lacking CXCR4 in the CNS were generated by crossing mice harboring loxP sites flanking exon 2 of the *Cxcr4* gene (*Cxcr4^flox/flox^*) [7] with *Sox1-Cre* mice [8] (Fig. 1A). *Sox1* expression defines the neuronal precursors of the embryonic central nervous system [11], [12]. *Sox1-Cre* mice express Cre throughout the neural tube at E9.5 [8]. To check the specificity of this *Sox1-Cre* expression, we crossed *Sox1-Cre* mice with Rosa26-EGFP reporter mice. We showed that the Cre recombinase is expressed in the neural tube at E11 (Fig. 1B). In our study, we used *Cxcr4^flox/flox^*; *Sox1-Cre* mice as KO mutants and the littermates without Cre were used as wild-type (WT) controls. KO mice were viable and fertile. Prior to weaning, approximately half of KO pups (*Cxcr4^flox/flox^*; *Sox1-Cre*) were observed to feature a limping gait phenotype with dragging of their hind limbs (Fig. 1C). From our observations, this limb dragging phenotype became less severe after weaning age. Mice were sacrificed at P9, and KO brains were found to be smaller in size and significantly reduced in weight compared with WT littermates (*p* = 0.0064, n = 4) (Fig. 1D). On macroscopic examination, KO mice were also found to feature a smaller cerebellum which lacked the well-defined cerebellar folia observable in the WT mice (Fig. 1E,F).

**Figure 1:**
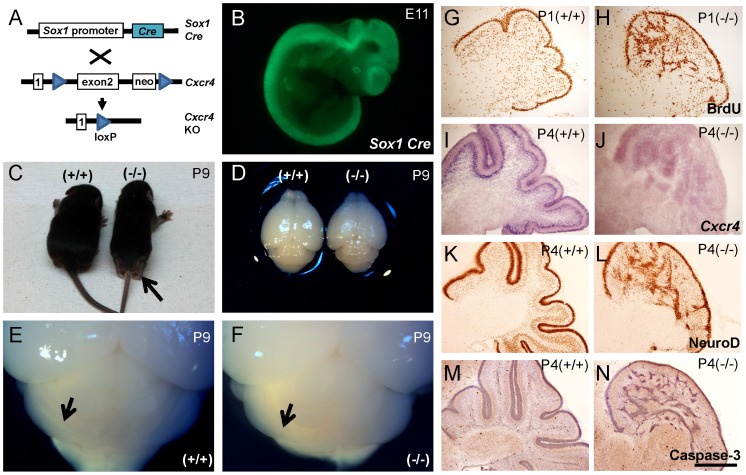
CNS specific *Cxcr4* inactivation causes cerebellar abnormalities. (A) *Cxcr4* floxed mice were crossed with *Sox1-Cre* to generate CNS specific *Cxcr4-*deficient mice. (B) *Sox1-Cre*; *Rosa26*-eGFP reporter mice demonstrate robust Cre recombinase activity in the Central Nerve System of E11 embryos (C) Approximately half of *Cxcr4* KO pups showed a dragging phenotype in their hind limb prior to weaning. (D) *Cxcr4* KO mice had smaller, lighter brains (n = 4). (E,F) Unlike WT, KO mice did not develop obvious cerebellar folia. (G,H) Two hours of BrdU labeling in P1 KO mice revealed that the proliferating external granule cells invaded the cerebellar anlage. (I,J) In P4 cerebella, *Cxcr4* expression is mainly in external granule cell layer and Purkinje cell layer with some expression also present in the granule cells layer. (K,L) NeuroD antibody staining shows that KO mice had a disorganized granule cells layer. (M,N) There was no obvious increased cleaved caspase-3 staining detected in the KO cerebellum. Values represent means ± SEM. Scale bar = 500 µm in G-N. (**p<0.01).

We further characterized the abnormalities of the cerebellar folia by injecting BrdU (50 mg/kg, i.p.) into P1 animals. We sacrificed them two hours later to label the proliferating cells. The BrdU imaging showed a subset of proliferating granule cells of the EGL invading the cerebellar anlage (Fig. 1G,H). *Cxcr4* expression in the cerebellum is greatest between P3 to P5 [13]. We used in situ hybridization to show *Cxcr4* expression was very low in our P4 KO mice whilst abundant in WT, particularly in the Purkinje cells layer and EGL (Fig. 1I,J). The expression pattern of *NeuroD*, a transcription factor required for differentiation of granule cells [14], showed that WT littermates featured a well-organized granule cell layer (GCL). In contrast, differentiating granule cells were ectopically located in the KO mice. Furthermore, no folia were formed in the KO cerebellum (Fig. 1K,L). These images suggest that knocking out *Cxcr4* not only affects the EGL, but also the GCL and Purkinje cell layers during cerebellar development. To investigate whether there was increased apoptosis in the irregularly distorted cerebellum, we stained for cleaved caspase-3. We found no evidence of an increase in the number of cleaved caspase-3 labeled cells in the P4 KO (Fig. 1M,N).

### CXCR4 effects Purkinje cell dendritogenesis in vivo, but not in vitro

We explored the development of Purkinje cells in the *Cxcr4* KO mice. The Purkinje cell marker, Calbindin, showed that Purkinje cells were ectopically located in P9 KO mice. The Purkinje cell layer was much less organized compared with WT mice (Fig. 2A,B). The greater magnification of the Calbindin images (Fig. 2C,D) revealed that whilst dendritic arborization was less expansive and axons were disorganized in KO mice these axons do project to deep cerebellar nuclei. We also observed that dendritic elaboration is reduced in Purkinje cells which have inappropriately migrated inwardly, away from the molecular layer. This suggests the ectopic migration affects dendritic development.

**Figure 2:**
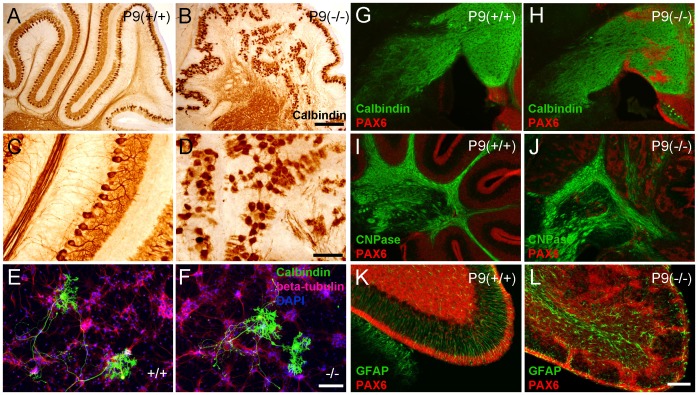
*Cxcr4* deficiency inhibits Purkinje cell dendritogenesis caused by ectopic granule cells migration in the developing brain. (A,B) Calbindin staining revealed ectopic and disorganized Purkinje cells in P9 KO mice. (C,D) A greater magnification of figure A and B shows Purkinje cells from P9 KO mice have less dendritogenesis and feature axon disorganisation (n = 6). (E,F) Cerebellum cell culture from E17 KO and WT embryos. Cabindin staining (green) shows there is no significant difference in the dendritic development of Purkinje cells between KO and WT cells (n = 12). No obvious defect in Purkinje cell axon growth was observed. (G,H) Calbindin staining reveals the axons of Purkinje cells project to the deep cerebellar nuclei correctly in KO mice. (I,J) In P9 WT mice, we observed compact myelinated axon fibers by staining CNPase. In KO mice these myelinated fibers are disorganized and sporadic. (K,L) Pax6-expressing granule cells migrate along the GFAP-positive radial glia fibers in WT mice. In KO mice, the GFAP positive cells do not align neatly in the Molecular Layer and the Pax6-expressing granule cells do not migrate appropriately. Scale bars = 300 µm in A,B; 100 µm in E,F. 200 µm in G,H,I,J. 100 µm in K,L.

Thus, we sought to establish whether disrupting SDF-1/CXCR4 signaling impaired dendritogenesis in Purkinje cells directly or if the Purkinje cell defects were a consequence of ectopic migration. To answer this question, we isolated WT and KO cerebella from E17 embryos and co-cultured granule cells and Purkinje cells together. The cultured cells were in the same medium for three weeks to allow the Purkinje cells to receive factors from the granule cells and fully develop. Three weeks later, we analyzed the dendritic arboration of the Purkinje cells from KO and WT by using a Purkinje cell marker, Calbindin, and a neuronal marker, beta-tubulin class III. The results showed that there is no difference in dendritic complexity upon quantifying the number of terminal branches (*p* = 0.19, n = 12) (Fig. 2E,F). We also did not observe any obvious difference in axon development between KO and WT Purkinje cells. To confirm this result, we repeated this experiment by adding AMD3100 (0, 2.5 µg/ml, 10 µg/ml), a CXCR4 antagonist, into the cultured cells. There was no difference in dendritic complexity between the three groups (*p* = 0.85, n = 12). Both *in vitro* results indicated that the Purkinje cell defect detected in *Cxcr4* KO mice were not a direct effect of CXCR4 loss. Consequently, our findings strongly suggest that the abnormal migration and alien extracellular environment underlie the mal-development of the KO Purkinje cells *in vivo*.

### Radial glia cells, granule cell migration, and Purkinje cell projections

We used Calbindin staining to analyse the projections of Purkinje cells. Surprisingly, we found that Purkinje cell axons end correctly in the deep cerebellar nuclei in KO mice (Fig. 2G,H). We also stained for the oligodendrocyte marker, CNPase. We found that whilst axons in both WT and KO mice successfully projected to deep cerebellar nuclei, the projections in KO mice were more sporadic and untidy (Fig. 2I,J). To determine whether some of these stained myelinated fibers were Purkinje cells axons, we performed a double labelling experiment for Calbindin and CNPase (Fig. S1A,B). We found a substantial amount of Calbindin staining colocalized with CNPase in both WT and KO cerebellum (Fig. S1C,D). These results suggest that the ectopically located Purkinje cells in KO mice still send myelinated axons to their targets in the deep cerebellar nuclei. Next, we studied granule cell migration using GFAP-labeled radial glia cells. In WT mice, Pax6 positive granule cells migrate along the radial glia fibers which extend to the apical surface. In KO mice, the radial glia scaffolds were not well aligned resulting in disrupted granule cell migration (Fig. 2K,L). Meanwhile, it has been demonstrated that the decrease in the number of granule cells may affect the location of Purkinje cells and the development of their dendritic trees [15]. To better understand whether there are difference in the number of granule cells and Purkinje cells in this CXCR4 KO model, we used thinner section (20 µm) for cell counting. The result show there is a significant lower density of granule cells in the KO cerebella (*p* = 0.001, n = 6) (Fig. 3A,B,E). However there is no significant difference in the number of Purkinje cells between KO and WT (*p* = 0.35, n = 6) (Fig. 3C,D,F).

**Figure 3:**
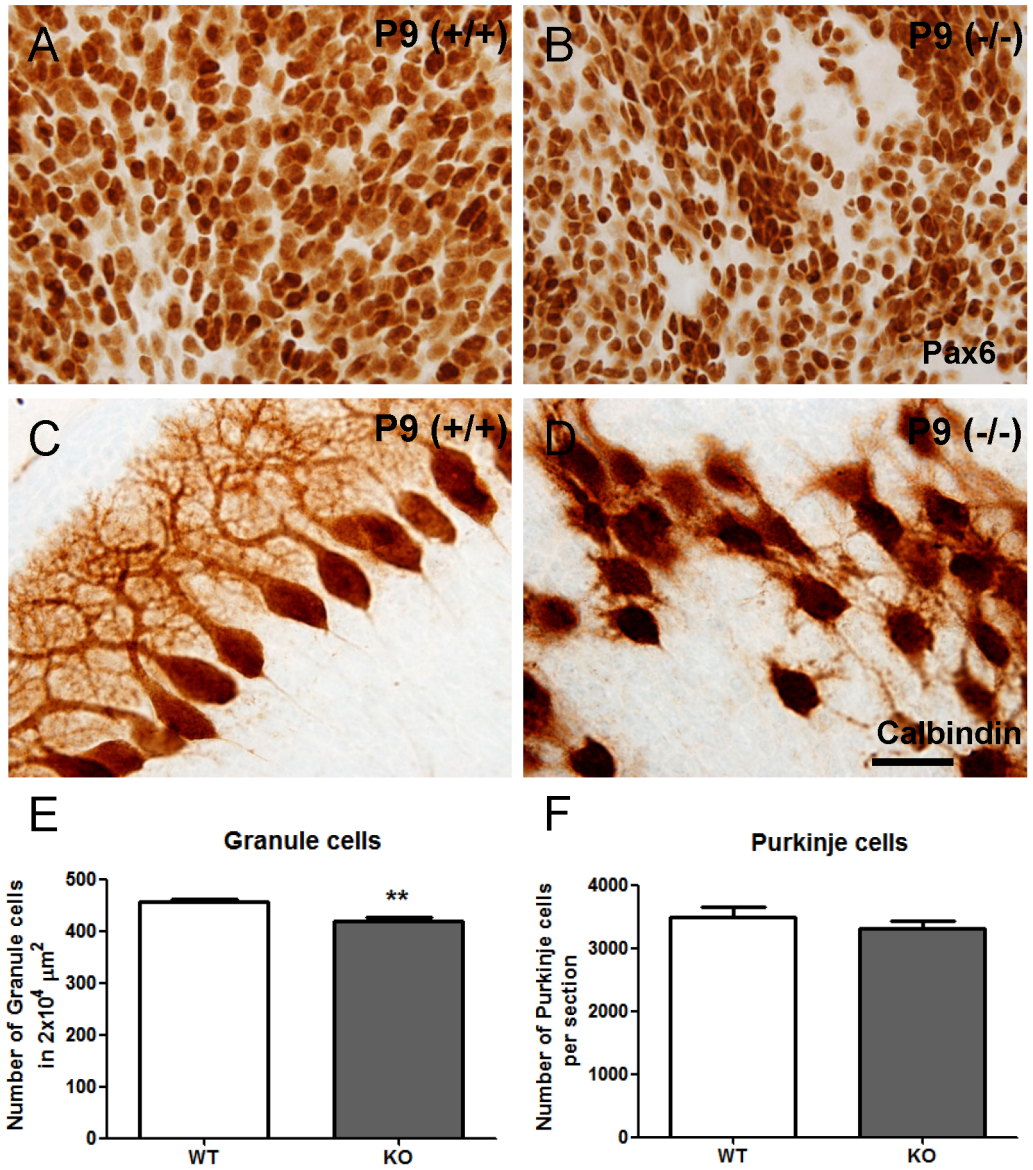
*Cxcr4* deficiency results in lower density of granule cells, but no difference in the number of Purkinje cells in P9 cerebella. (A,B) The Pax6 staining shows the granule cells in the WT and KO P9 cerebella. (C,D) The Calbindin staining shows the disorganized Purkinje cells in KO cerebellum. (E,F) There is lower density of granule cells in KO cerebella, but no difference in the number of Purkinje cells. Values represent mean ± SEM (** p<0.01). Scale bar = 30 µm in A,B,C,D.

### Granule cells, Purkinje cells, and axon projection in adult KO mice

To establish if this defect was corrected during later development, and to explore the cell fate of granule and Purkinje cells, we examined the cerebellum histology in adult mice (three months old). We observed that ectopic granule cell clusters remain and the cerebellar lobules are still absent in adult KO mice (Fig. 4A,B). The Calbindin staining images revealed that the abnormally aligned Purkinje cells in KO mice remain alive but featureless dendritic elaboration than WT (Fig. 4C,D). To better understanding the development of adult Purkinje cells, we use Golgi staining to investigate the dendrites (Fig. S2A,B). KO Purkinje cells featured less complex dendritic arborization compared with WT (*p*<0.001, n = 12). Next, we investigated the axon projection by using CNPase staining. Our findings are similar to what we observed in the developmental stage: axons project to the deep cerebellar nuclei but fibers are disorganized in KO mice (Fig. 4E,F).

**Figure 4:**
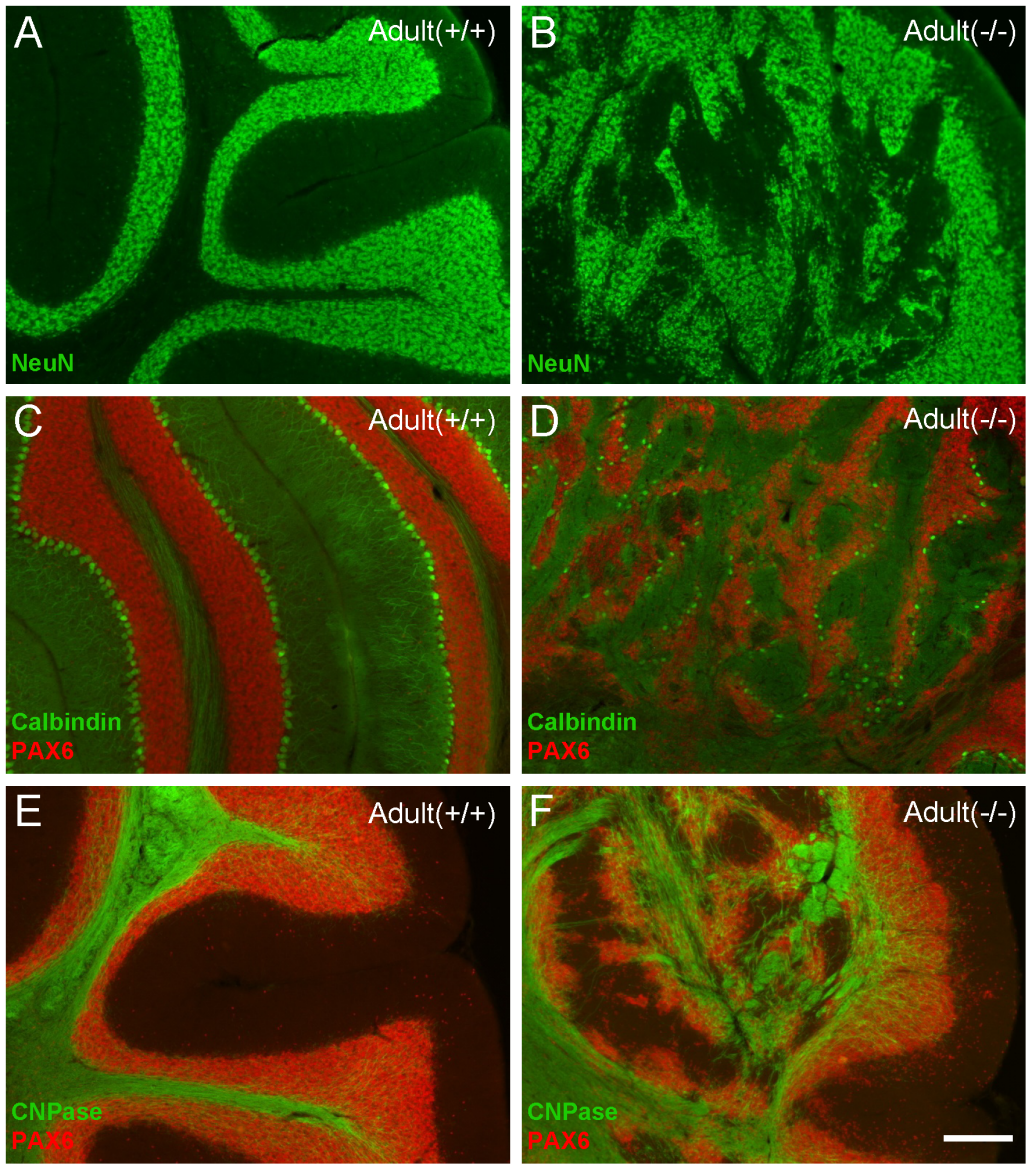
*Cxcr4* deficiency results in ectopic granule cells, Purkinje cells, and disorganized axon projections in adult mice. (A,B) The NeuN staining in adult cerebellum revealed granule cells ectopia and absent cerebellar lobules. (C.D) Calbindin staining reveals disorganized Purkinje cells and reduced dendritic elaboration. (E.F) Myelinated axon fibers, shown via a stain against CNPase, are disorderly in KO mice. Scale bar = 200 µm.

### Gene expression profiling of *Cxcr4* null cerebellum

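Gene expression was measured in whole cerebella of mice on postnatal day 1 (P1), with 1 array for each of 8 WT and 7 Cxcr4 KO samples. Cxcr4, the receptor whose loss defines the KO, had a log2 signal of 9.26 ± 0.34 (SD, n = 8) on the WT arrays and 6.60 ± 0.17 (SD, n = 7) on the KO arrays, and every KO array lay below every WT array. Xist, the RNA that coats the inactive X chromosome of females, had a log2 signal between 8.07 and 8.54 on 6 of 8 WT arrays and 1 of 7 KO arrays, and between 6.17 and 6.43 on the others. On those other arrays the Y-linked gene Eif2s3y lay between 8.77 and 9.46, against 5.94 to 6.06 where Xist was high. Ttr, an abundant transcript of the choroid plexus, lay between 15.44 and 15.87 on 3 WT and 3 KO arrays and between 7.17 and 10.57 on the remaining arrays.

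RNA was amplified, labelled with biotin and hybridized to Illumina MouseRef-8 v2 BeadChips, on which a probe reports the abundance of a transcript as a fluorescence signal. The signals of 25697 probes, extracted by the authors with GenomeStudio and deposited without normalization, had medians of 97.3 to 122.9 per array. They were log2 transformed and scaled to a common median, as the paper's methods describe, and the brightest probe of each gene was kept. KO was compared with WT by limma with Benjamini-Hochberg adjustment over all genes. No detection p was used here. A signal near the common array median of 6.84 on the log2 scale was therefore treated as dim and not as absent, and the number of arrays limits the precision. With genotype in the model, 3451 genes differed between the arrays numbered 1 to 4 (4 WT, 3 KO) and those numbered 5 to 8 (4 WT, 4 KO) at an adjusted p under 0.05 from limma, and these are called the 2 array sets. This division was chosen after the data were seen. The BeadChip of each array is not given. Results are therefore also given within each array set and with the array set as a block. Sex-linked genes (4 measured) separated WT from KO within arrays 1 to 4. Relative to all arrays, their mean log2 signal was -0.39 to -0.19 in WT and 0.19 to 0.38 in KO of that set. Genotype and sex therefore cannot be told apart within arrays 1 to 4.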

To further understand the molecular changes associated with the cerebellar phenotypes, we conducted a microarray study to compare the transcriptome profile between WT and *Cxcr4* KO cerebella from P1 mice (n = 8 for WT and 7 for KO). *Cxcr4* KO animals showed a significant decrease in *Neurog2* (fold-change = −1.65, *p*<0.001) and *Ptf1a* (fold change = −1.86, *p*<0.001) gene expression levels. 

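Both transcription factors named here fell in the KO cerebella. Neurog2, which drives neuronal differentiation, had a log2 signal of 7.60 ± 0.21 (SD, n = 8) in WT and 7.02 ± 0.11 (SD, n = 7) in KO, a log2 fold change of -0.58 (standard error 0.084, adjusted p = 0.00248 from limma) and a fold change of -1.49. Ptf1a, which specifies GABAergic neurons of the cerebellum, had 8.39 ± 0.22 (SD, n = 8) in WT and 7.67 ± 0.26 (SD, n = 7) in KO, a log2 fold change of -0.73 (standard error 0.11, adjusted p = 0.00453 from limma) and a fold change of -1.65. Both fold changes are smaller in size than those the paper states for the same gene, and the cause was not tested. All 7 KO arrays lay below the lowest WT array for Neurog2 and 6 of 7 for Ptf1a (exact permutation tests over 6435 splits, both sides, p = 0.000311 and 0.000466).

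Among 23 measured genes of Ptf1a-lineage progenitors and inhibitory interneurons, Ptf1a and Neurog2 fell and none rose, and 5 were lower and 1 higher when adjusted over the list alone. Tfap2b, a transcription factor of inhibitory interneurons, had a log2 fold change of -0.48 (adjusted p = 0.237) and Hes6, a factor of differentiating neurons, 0.26 (adjusted p = 0.432). The mean log2 fold change of this list was -0.099 (standard error over genes 0.055, adjusted p = 0.00436 from camera, adjusted p = 0.364 with an estimated correlation). It was -0.13 within arrays 1 to 4, -0.095 within arrays 5 to 8 and -0.11 with the array set as a block (adjusted p = 0.00125 from camera). Of 25 measured Purkinje cell genes, Pvalb, a calcium-binding protein, rose (log2 fold change 0.68, standard error 0.12, adjusted p = 0.0156 from limma), and none fell. The mean of the Purkinje list was -0.017 (standard error over genes 0.039, adjusted p = 0.334 from camera). It was -0.14 within arrays 1 to 4 (adjusted p = 0.00043 from camera with its preset correlation only) and 0.059 within arrays 5 to 8 (adjusted p = 0.39), and -0.031 with the block (adjusted p = 0.096). Without KO replicate 7 it was -0.055 (adjusted p = 0.0333). An exact permutation test of the difference between the array sets gave p = 0.179 (adjusted p = 0.195 over 12 lists).

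The log2 fold changes within arrays 1 to 4 and 5 to 8 were -0.54 and -0.64 for Neurog2 and -0.53 and -0.89 for Ptf1a. With the array set as a block they were -0.59 (adjusted p = 0.000251 from limma) and -0.73 (adjusted p = 0.00478). A dimmer Neurog2 probe, near 6.70 in both groups, had a log2 fold change of 0.0021, and the mean of both probes gave -0.29 (adjusted p = 0.163). With the Xist signal as a covariate, chosen after the data were seen, Ptf1a had a log2 fold change of -0.76 and an adjusted p of 0.0523. From these decreases and its quantitative PCR of the same tissue, the paper proposes that altered Ptf1a and Neurog2 pathways may affect how Purkinje cells form dendrites.

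**Figure D1:**
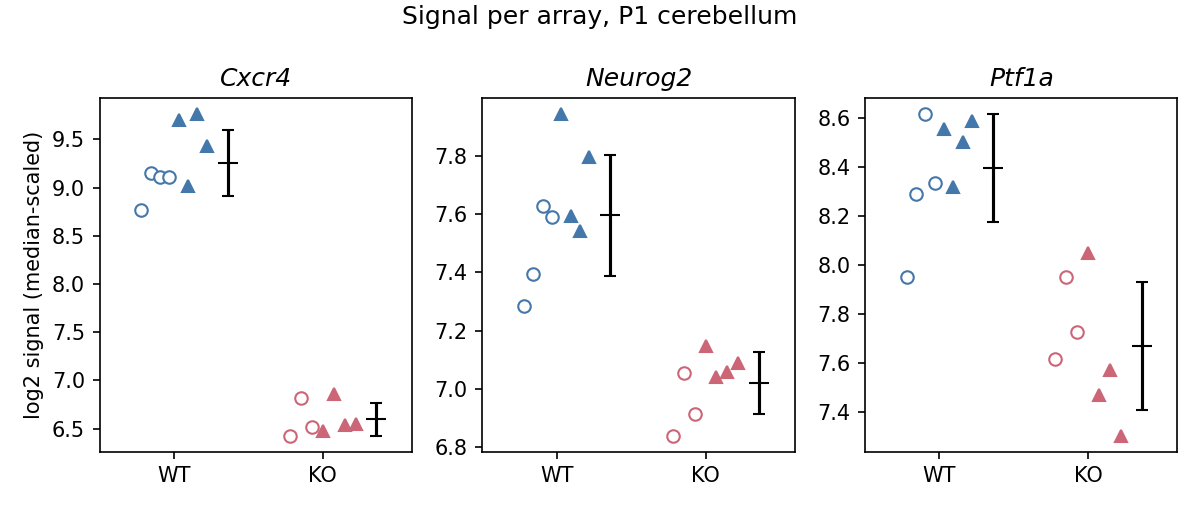
Log2 signal of Cxcr4, Neurog2 and Ptf1a on each of the 8 WT and 7 KO arrays of P1 cerebella. Open circles are arrays numbered 1 to 4, filled triangles arrays numbered 5 to 8, and the black marks show the mean and SD of each group. For Neurog2, all 7 KO arrays lie below the lowest WT array.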

Recent evidence suggests that *Neurog2*, a direct downstream target of *Ptf1a*, regulates Purkinje cell dendritogenesis [16], [17]. Cerebellar GABAergic neurons are generated from *Ptf1a* expressing neuroepithelial cells. *Ptf1a* is essential for cerebellar development in mice and humans [18], [19], [20]. Therefore, to confirm our array result, we used this P1 cerebella tissue to measure the relative mRNA levels via quantitative PCR. We showed a large reduction of *Cxcr4* expression in KO mice (*p*<0.001, n = 11). There were also significant reductions in both *Ptf1a* and *Neurog2* expression (*p*<0.001, n = 11). This result implies alterations to *Ptf1a* and *Neurog2* pathways may affect the dendritogenesis of Purkinje cells in *Cxcr4* deficient mice.

In addition, the *Cxcr4* KO also displayed a significant decrease in *Cxcl12*, suggesting a positive regulatory loop between CXCR4 and its physiological ligand. 

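Cxcl12, the ligand of CXCR4, had a log2 signal of 11.04 ± 0.47 (SD, n = 8) in WT and 10.38 ± 0.51 (SD, n = 7) in KO. This is a log2 fold change of -0.67 (standard error 0.21) that did not pass the adjustment over all genes (adjusted p = 0.463 from limma). Taken alone, the difference gave p = 0.0228 in an exact permutation test (both sides), with all 7 KO arrays below the WT mean and 3 of 7 below the lowest WT array. The study named Cxcl12 from the same arrays, so that this p is not independent evidence. Cxcr4 itself fell, with a log2 fold change of -2.66 (standard error 0.13, adjusted p = 9.9e-11 from limma) and a fold change of -6.32. Its KO signals (6.42 to 6.86) lay near the common array median of 6.84, so that the background of the arrays may set the size of this fold.

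Among 63 measured chemokines and chemokine receptors, Cxcr4 was the only gene lower in KO at an adjusted p under 0.05 and none was higher, with the same counts when adjusted over the list alone. Pf4, a chemokine of platelets and border macrophages, had a log2 fold change of -0.81 (adjusted p = 0.316). The list had a mean log2 fold change of -0.058 and a median of 0.0012 (adjusted p = 0.145 from camera). Its mean was -0.039 within arrays 1 to 4, -0.072 within arrays 5 to 8 and -0.057 with the array set as a block (adjusted p = 0.26). It passed without WT replicate 5 (-0.058), without WT replicate 7 (-0.062) and without KO replicate 4 (-0.067). Leaving out Cxcr4, the deleted gene, which was chosen after the data were seen, moved the mean to -0.016 (median 0.0022, adjusted p = 0.423).

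For Cxcl12, the log2 fold change was -0.20 within arrays 1 to 4, -1.02 within arrays 5 to 8 and -0.64 with the block (adjusted p = 0.308 from limma). Of its other 4 probes, those at log2 signals of 10.01 and 9.70 in WT gave log2 fold changes of -0.36 and -0.30, and those at 6.03 and 5.95 gave -0.014 and 0.057. Cxcl12 also stands in the list of meningeal genes outside the matrix, whose mean log2 fold change was -0.26.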

We also performed a gene set enrichment analysis to identify biological pathways that were significantly altered (nominal *p*<0.05) (Table S1). 

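In 8 pathways that Table S1 lists, the genes that reached an adjusted p under 0.05 from limma were few and all lower in KO. Cxcr4 was the only such gene among 155 measured genes of the chemokine signaling pathway, 106 of axon guidance and 101 of leukocyte transendothelial migration. Cxcr4 and Tnfrsf19, a receptor of the tumor necrosis factor family, were the only ones among 204 genes of cytokine-cytokine receptor interaction. None of 63 genes of adherens junction and none of 71 of gap junction passed, although 6 and 5 were lower and 2 and 3 higher at an unadjusted p under 0.05. Adjusted over the list alone, 2 genes were lower in axon guidance, 1 each in the chemokine, leukocyte and gap junction lists, 2 in the cytokine list and none in adherens junction, and none was higher. Among the leukocyte genes, Cdh5, a cadherin of endothelial cells, had a log2 fold change of -0.34 (adjusted p = 0.558) and Rassf5, a regulator of lymphocyte adhesion, -0.17 (adjusted p = 0.558). Among the adherens junction genes, Vcl, which links cadherins and integrins to actin, had -0.25 (adjusted p = 0.649), Smad3 -0.24 (adjusted p = 0.713) and Tgfbr2 -0.47 (adjusted p = 0.797).

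Membership of the pathways was recalled from KEGG and is not the gene sets the authors used. Enrichment was scored on signal-to-noise ratios with 1000 permutations of the sample labels, and nominal p was adjusted over 8 pathways. The normalized enrichment score (NES) was below 0 in all 8. The chemokine signaling pathway had -1.67 (nominal p = 0.00202, the smallest these permutations can give, adjusted p = 0.0162) and cytokine-cytokine receptor interaction -1.39 (nominal p = 0.018, adjusted p = 0.048). By the same permutations, gap junction had -1.49 (nominal p = 0.0311, adjusted p = 0.0622), adherens junction -1.45 (nominal p = 0.0398, adjusted p = 0.0637), axon guidance -1.44 (nominal p = 0.0591, adjusted p = 0.0708) and leukocyte transendothelial migration -1.39 (nominal p = 0.0783, adjusted p = 0.0783). In the same order the scores were -1.59, -1.39, -1.45, -1.55, -1.49 and -1.31 with the array set as a block, where axon guidance had a nominal p of 0.012 (adjusted p = 0.0432), gap junction of 0.0582 and cytokine-cytokine receptor interaction of 0.0384, which no longer passed the adjustment (adjusted p = 0.0614). They were -1.28, -0.92, -1.02, -1.17, -1.51 and -1.08 within arrays 1 to 4, where no p under 0.05 can be reached, and -1.59, -1.45, -1.54, -1.37, -1.26 and -1.42 within arrays 5 to 8.

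By camera, which compares a list with all other genes, leukocyte transendothelial migration had a mean log2 fold change of -0.063 (adjusted p = 0.00147, adjusted p = 0.0413 with an estimated correlation) and adherens junction -0.034 (adjusted p = 0.0199, adjusted p = 0.176 with an estimated correlation). These means were -0.011 and -0.012 within arrays 1 to 4, -0.11 and -0.059 within arrays 5 to 8, and -0.064 and -0.037 with the block. The others did not pass, with means of -0.032 for the chemokine signaling pathway (adjusted p = 0.0661), -0.029 for axon guidance (adjusted p = 0.18), -0.028 for gap junction (adjusted p = 0.115) and -0.023 for cytokine-cytokine receptor interaction (median 0.0058, adjusted p = 0.275). Adherens junction did not pass without WT replicate 6 (-0.027) or without KO replicate 8 (-0.028). Gap junction passed without WT replicate 4 (-0.040), and the chemokine signaling pathway without WT replicate 5 (-0.028), WT replicate 8 (-0.031), KO replicate 2 (-0.031) or KO replicate 4 (-0.032). Relative to all arrays, the mean signal of the leukocyte list was -0.098, -0.069 and -0.089 in KO replicates 6, 7 and 8. On the other KO arrays it ran from -0.040 to 0.050.

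Cxcr4, the deleted gene, is a member of 4 of these lists and was left out of them after the data were seen. The mean of leukocyte transendothelial migration was then -0.037 (adjusted p = 0.00683 from camera, adjusted p = 0.0704 with an estimated correlation) and its NES -1.19 (permutation, nominal p = 0.249). The mean was -0.015 for the chemokine signaling pathway (adjusted p = 0.145 from camera), -0.0039 for axon guidance (adjusted p = 0.423) and -0.0099 for cytokine-cytokine receptor interaction (adjusted p = 0.423). By permutation, the NES of these 3 were -1.38 (nominal p = 0.0434), -0.891 (nominal p = 0.605) and -1.15 (nominal p = 0.199). No NES of the 8 pathways then passed the adjustment (lowest adjusted p = 0.0868).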

Several biological pathways related to chemokine receptor interaction, cell mobility, and axonal guidance were found to be significantly down-regulated in C*xcr4* KO animals (Fig. 5A). The two most significantly affected pathways were the “ECM receptor interaction” and “focal adhesion” (Fig. 5B). 

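Of 74 measured genes of ECM-receptor interaction, Thbs2, a secreted thrombospondin, fell in KO (log2 fold change -0.85, standard error 0.098, adjusted p = 0.0002 from limma) and none rose. Adjusted over the list alone, 4 were lower and 2 higher. Lama1, a laminin chain of basement membranes, had a log2 fold change of -0.77 (adjusted p = 0.195), Col2a1, a fibrillar collagen, -0.38 (adjusted p = 0.174) and Itga7, an integrin that binds laminin, 0.39 (adjusted p = 0.162). Of 169 measured genes of focal adhesion, which share these matrix and integrin genes, Thbs2 fell and none rose, with 5 lower and 1 higher when adjusted over the list alone.

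The mean log2 fold change was -0.12 for ECM-receptor interaction (standard error over genes 0.029, adjusted p = 1.35e-05 from camera, adjusted p = 0.0413 with an estimated correlation) and -0.070 for focal adhesion (standard error over genes 0.015, adjusted p = 3.76e-05 from camera, adjusted p = 0.0142 with an estimated correlation). By permutation of the sample labels, the NES was -1.45 for ECM-receptor interaction (nominal p = 0.062, adjusted p = 0.0708) and -1.63 for focal adhesion (nominal p = 0.0124, adjusted p = 0.048). With the array set as a block, the mean log2 fold changes were -0.11 (adjusted p = 6.3e-05 from camera) and -0.069 (adjusted p = 0.00012). The NES were then -1.44 (permutation, nominal p = 0.0833) and -1.63 (nominal p = 0.0162). Within arrays 1 to 4 the means were 0.012 (adjusted p = 0.99) and -0.012 (adjusted p = 0.49), with NES of 0.855 and -1.05. Within arrays 5 to 8 the means were -0.22 (adjusted p = 2.7e-08 from camera with its preset correlation) and -0.12 (adjusted p = 3.2e-05, same test). The NES were -1.41 and -1.60 (permutation, nominal p = 0.0833 and 0.0556, where 0.0278 is the smallest possible). Neither passed with arrays as units. The difference between the array sets was -0.23 for ECM-receptor interaction (exact permutation test of the set labels within genotype, p = 0.022, adjusted p = 0.0729 over 12 lists) and -0.11 for focal adhesion (p = 0.0188, adjusted p = 0.0729, same test).

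Lists of other cell types that make matrix or lie near it had negative means over all arrays, which camera called with its preset correlation, while fry called none and the direction was not kept within arrays 1 to 4. The list of 43 measured meningeal genes outside the matrix had a mean log2 fold change of -0.26 (adjusted p = 4.65e-07 from camera, adjusted p = 0.32 with an estimated correlation), the 24 measured meningeal matrix genes -0.41 (adjusted p = 1.52e-09, adjusted p = 0.176 with an estimated correlation), the 32 endothelial genes -0.16 (adjusted p = 9.26e-09, adjusted p = 0.162 with an estimated correlation) and the 19 genes of pericytes and smooth muscle -0.15 (adjusted p = 3.71e-06, adjusted p = 0.0413 with an estimated correlation). The 27 genes of microglia and macrophages had -0.14 (adjusted p = 0.00234, adjusted p = 0.457 with an estimated correlation). With arrays as units, exact permutation tests of the list means gave p = 0.182, 0.124, 0.0867, 0.0634 and 0.207 in the order of these lists. None of these genes passed limma's test alone, with 9, 9, 6, 6 and 3 lower and 0, 1, 0, 0 and 0 higher at an unadjusted p under 0.05, and 1, 3, 3, 0 and 1 lower and none higher when adjusted over each list alone. Slc22a6, an organic anion transporter, had -1.22 (adjusted p = 0.563), Lum, a matrix proteoglycan, -1.22 (adjusted p = 0.344), Emp1 -0.59 (adjusted p = 0.215), Icam2, an endothelial adhesion molecule, -0.56 (adjusted p = 0.237), Tek, an endothelial receptor, -0.44 (adjusted p = 0.379) and Mrc1, a macrophage receptor, -0.81 (adjusted p = 0.761). In the order of these lists, the means were 0.19, 0.17, 0.043, 0.026 and 0.097 within arrays 1 to 4, -0.60, -0.84, -0.33, -0.29 and -0.32 within arrays 5 to 8, and -0.24, -0.37, -0.16, -0.15 and -0.13 with the block. The meningeal lists and the microglia list passed in the other direction within arrays 1 to 4 with the preset correlation (adjusted p = 0.00109, 0.0171 and 0.0115 from camera) but not with an estimated one (adjusted p = 0.693, 0.698 and 0.671). For these 3 lists, the exact permutation test of the difference between the array sets gave an adjusted p of 0.0729, 0.0729 and 0.0887. The microglia list did not pass without KO replicate 6 (-0.11), KO replicate 7 (-0.10) or KO replicate 8 (-0.092).

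**Figure D2:**
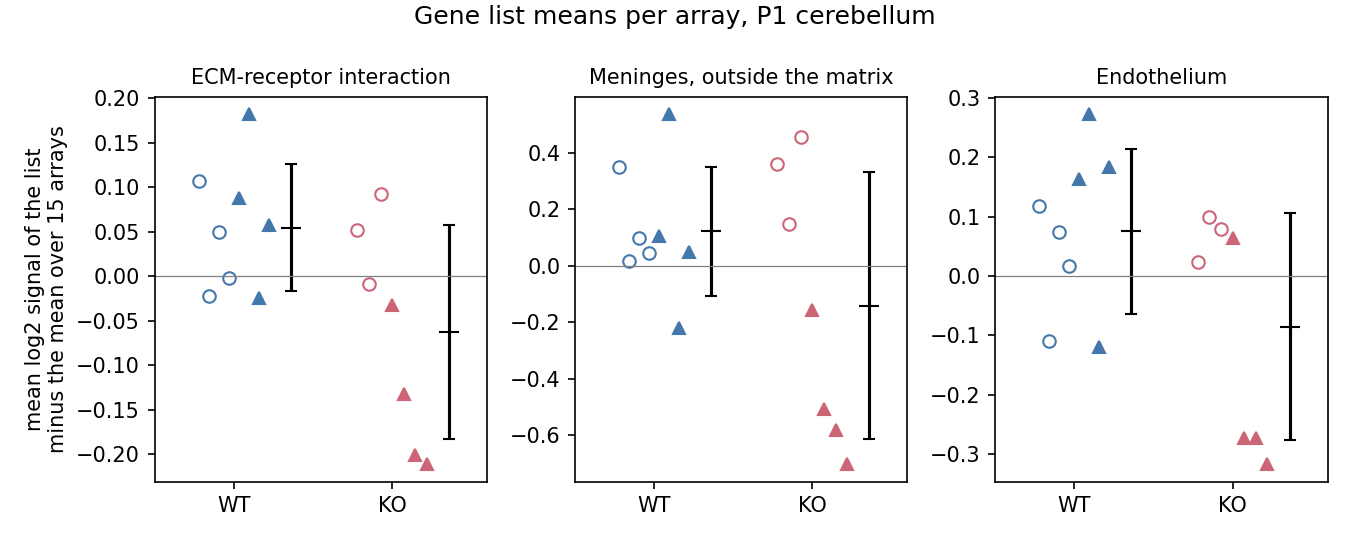
Mean log2 signal of the genes of ECM-receptor interaction, of meningeal genes outside the matrix and of endothelial genes on each array, relative to the mean over 15 arrays. Open circles are arrays numbered 1 to 4, filled triangles arrays numbered 5 to 8, and the black marks show the mean and SD of each group. In each panel the 3 lowest values are those of KO arrays numbered 6, 7 and 8.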

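Of 78 measured cell-cell adhesion molecules (cadherins, claudins, nectins, junctional and immunoglobulin adhesion molecules), none was lower and none higher in KO at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, while 8 were lower and 5 higher at an unadjusted p under 0.05. Their mean log2 fold change was -0.032 (standard error over genes 0.026, median -0.0023, adjusted p = 0.18 from camera). It was 0.033 within arrays 1 to 4, -0.085 within arrays 5 to 8, and with the array set as a block -0.030 (adjusted p = 0.22). Across 660 genes that belong to any of the 8 pathways, 84 differed at an unadjusted p under 0.05 from limma, 54 lower and 30 higher. Chance alone would give 33 in both directions together. At an adjusted p under 0.05, 3 were lower (Cxcr4, Thbs2 and Tnfrsf19) and 0 higher.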

A closer examination of differentially expressed genes in these pathways revealed that the *Cxcr4* KO is associated with an extensive decrease in genes involved in cell-cell adhesion (Fig. 5C). Together, these results indicated that a widespread inhibition of genes involved in chemotaxis, cell migration and axon guidance may underlie the phenotype observed in *Cxcr4* KO animals.

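Over all genes, 13 were lower and 8 higher in KO at an adjusted p under 0.05 from limma, with 436 lower and 508 higher at an unadjusted p under 0.05. Among these 13, after Cxcr4, the genes that fell most encode the matrix proteins Col15a1 (log2 fold change -0.97, standard error 0.17, adjusted p = 0.0137) and Thbs2, the growth factor Gdf10 of Bergmann glia (-0.78, standard error 0.086, adjusted p = 0.000162), Ptf1a, the transcription factor Tfap2c (-0.69, adjusted p = 0.0342), the acyltransferase Agpat5 (-0.60, adjusted p = 0.000349) and Neurog2. The protease Adamts19 (-0.52), the receptor Tnfrsf19 (-0.47), the glutamate receptor subunit Gria1 (-0.42), the cytolinker Plec (-0.41) and the prolyl hydroxylase Egln3 (-0.39) also fell. Of the 8 higher, Sfrp1, a secreted regulator of Wnt signaling, rose most (1.12, standard error 0.18, adjusted p = 0.00947), with Pvalb, the oligodendrocyte gene Bcas1 (0.59, standard error 0.085, adjusted p = 0.00244), Nmrk1 (0.52), Qpct (0.51), the granule cell factor Barhl1 (0.50), Ostf1 (0.42) and Insm2 (0.36, on a probe below the array median on all 15 arrays). With the Xist signal as a covariate, chosen after the data were seen, only Bcas1 and Qpct of these 8 still passed. Sfrp1 then had 0.94 (adjusted p = 0.198 from limma).

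Genes of axon guidance families did not pass. Among 28 semaphorins, plexins and neuropilins, 18 slits, Robos, netrins and netrin receptors and 21 ephrins and Eph receptors, none passed limma's test over all genes, while 2, 0 and 2 were lower and 4, 4 and 1 higher at an unadjusted p under 0.05. Adjusted over the list alone, 1 semaphorin family gene was lower and no other gene passed. Their mean log2 fold changes were 0.035 (adjusted p = 0.543 from camera), -0.0058 (adjusted p = 0.909, direction of the test up) and -0.0057 (adjusted p = 0.532). Within arrays 1 to 4 the means were 0.010, 0.029 and -0.036, within arrays 5 to 8 0.042, -0.039 and 0.0076, and with the array set as a block 0.027, -0.0075 and -0.012.

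Over all genes, 24 had no overlap between the WT and KO arrays, which 0.0311% of all splits of the arrays give for a gene by chance, and 15 of these 24 were among the 21 that passed. All 21 kept their direction within each array set and passed again with the array set as a block, where 20 genes were lower and 15 higher. The 21 were selected on these same arrays, and sex goes with genotype within arrays 1 to 4, so that this is not independent evidence. With the Xist signal as a covariate, chosen after the data were seen, all 21 kept their direction and 10 passed. Within arrays 1 to 4 alone 10 genes were lower and 9 higher, and within arrays 5 to 8 alone 37 lower and 8 higher, of which 4 and 12 were among the 21.

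**Figure D3:**
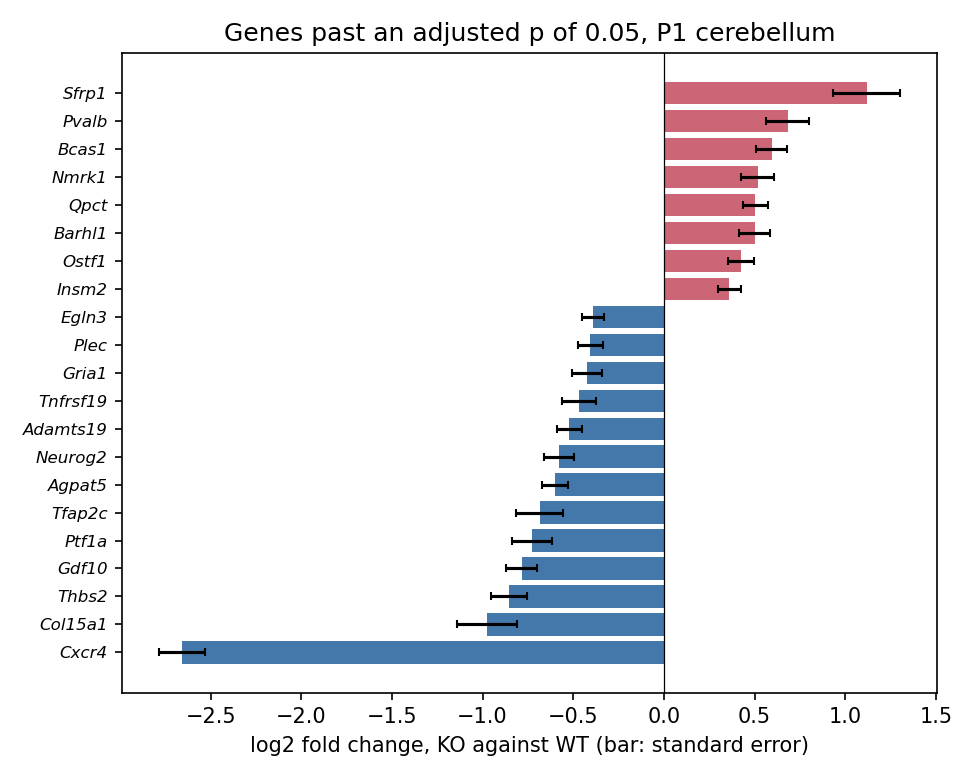
Log2 fold change, KO against WT, of the 21 genes past an adjusted p of 0.05 from limma in P1 cerebella (8 WT and 7 KO arrays). Bars show the estimate and black lines its standard error, from -2.66 for Cxcr4 to 1.12 for Sfrp1.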

**Figure 5:**
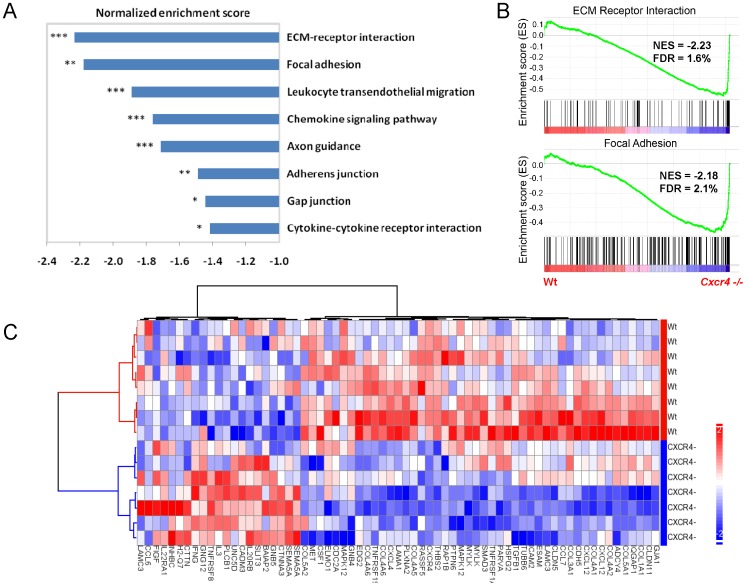
Gene set enrichment analysis identified pathways and genes significantly altered in *Cxcr4* KO mice. (A) Pathways significantly down-regulated in *Cxcr4* KO mice compared to WT mice. The normalized enrichment scores (NES) and norminal p-values are indicated for each gene set. (B) GSEA comparison of *Cxcr4* KO and wild type cerebella for enrichment or depletion of ECM-receptor interaction or focal adhesion-associated gene expression. (C) Heatmap and hierarchical clustering of 69 significantly up- and down-regulated genes from pathways shown in A. *Cxcr4* and *Cxcl12* (SDF-1) are highlighted in red. (* p<0.05, ** p<0.01, *** p<0.001).

### Knocking out CXCR4 compromises the motor and coordination systems

Finally, to assess the effect on walking and motor behavior, we conducted a series of behavioral experiments. First, we assessed locomotor activity (Fig. 6A). In a two hour long test, KO mice showed higher activity than WT (*p*<0.001, n = 9). Next, to test muscle strength and grip, we performed an inverted mesh grid grip test. During the 60 second test, more than half of mutant mice fell (*p* = 0.0053, n = 9), while all the WT mice still remained on the inverted grid (Fig. 6B left). All of the mutant mice that fell had failed to use their hind limb to grasp. We investigated whether the tendency to fall was related to grip strength, lack of coordination, or both. We tested forelimb grip strength using a grip strength meter. KO mice had a lower forelimb grip strength (*p*<0.0033, n = 6) (Fig. 6B right), suggesting that they fell could be due to inability to grip. *Cxcr4* KO mice feature ectopic collateral branching from the corticospinal tract and this may explain this grip strength result [21]. To assess balance and coordination, we performed a rotarod test. The mutant mice fell sooner (*p* = 0.003, n = 9) and at a lower speed (*p* = 0.0023, n = 9), suggesting they also have poor balance and coordination (Fig. 6C). We then assessed normal walking and skilled walking gait of the animals. For normal walking, we utilized a gait analysis treadmill to examine the stance time and swing time. Surprisingly, there was no significant difference for stance time (n = 6) (Fig. 6D left). Skilled walking was tested using a ladder rung walking task in which the spacing of the rungs was uneven. In this task, the mutant mice made more missteps (*p*<0.001, n = 6) (Fig. 6D right). Overall, our results clearly demonstrate that motor and coordination systems, have been compromised in the *Cxcr4* KO mice.

**Figure 6:**
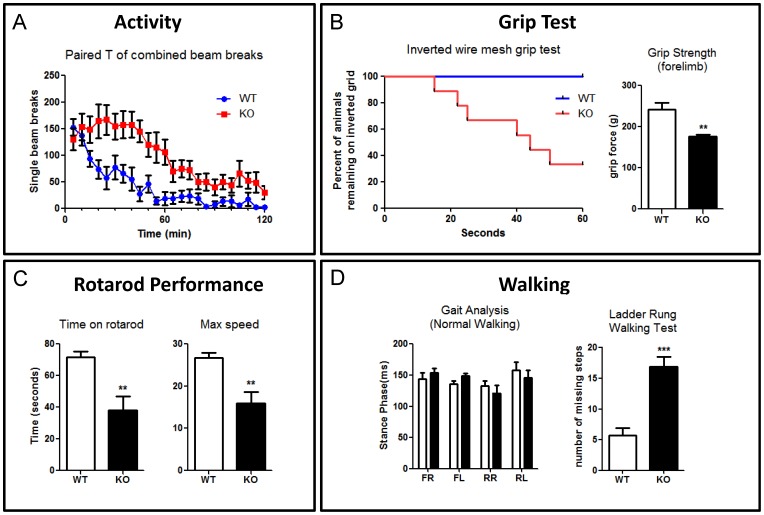
*Cxcr4* deficient mice showed poor balance and coordination. (A) KO mice have higher level of activity in 120 min locomotion test (n = 9) (B) Left: More than half of KO mice are unable to stay on an inverted wire mesh grid during a 60 sec test. All of falling mice failed to grasp the grid appropriately with their hind limbs (n = 9). Right: A pull test to measure the maximum grip strength of forelimb within 20 seconds. KO mice showed significant weaker forelimb strength (n = 6). (C) In a rotarod test (n = 9), KO mice showed poor performance and fall of faster (left) and at a slower speed (right). (D) Left: Gait analysis reveal no significant difference in stance phase between WT and KO mice in normal walking (n = 6) (FR, front right; FL, front left; RR, rear right; RL, rear left). Right: KO mice missed a significantly higher percentage of steps in the ladder rung walking test (n = 6) (**p<0.01, ***p<0.001). Values represent mean ± SEM.

## Discussion

The effect of CXCR4 deficiency on fetal cerebellar development has been known for more than a decade. However, study of postnatal cerebellar development has previously not been investigated. Thanks to Cre-Lox system, we were able to knock out the CXCR4 gene conditionally and bypass embryonic lethality. To our knowledge, by using a conditional KO model to bypass embryonic lethality, ours is the first study to explore the importance of *Cxcr4* in postnatal cerebellar development.

Our postnatal results are consistent with previous *Cxcr4* KO studies which demonstrated the irregular EGL and numerous granule cell clumps within the cerebellar anlage in the fetal cerebellum [2], [3]. This suggests CXCR4 is required for proliferating granule cells to detach in the EGL. In addition, we observed ectopic and abnormal development of Purkinje cells in the KO mice. Ectopic Purkinje cells had far less dendritic arborization and featured disorganized and sporadic axon projections. To establish if SDF-1/CXCR4 signaling directly influences dentritogenesis, we co-cultured Purkinje cells and granule cells from both WT and KO E17 embryos. There was no notable morphological difference between WT and KO Purkinje cells for either the CXCR4 antagonist treated or non-treated groups. CXCR4 is not required for the Purkinje cell dendritic development *in vitro*. This suggests the *in vivo* abnormalities caused by knocking out *Cxcr4* may be due to abnormal migration and a foreign extracellular environment rather than a direct effect of knocking out the gene. Additionally, we detected ectopic location and lower density of granule cells in the KO cerebella. This may contribute to abnormal development of the dendrites of Purkinje cells. Furthermore, although our cell count per section showed no difference compared to WT cerebella, since the volume of the KO cerebellum is reduced there should be a decrease in the total number of PCs in the KO cerebellum.

We went on to assess the granule and Purkinje cells in adult *Cxcr4* KO mice. A previous paper demonstrated *Cxcr4* deficient mice feature abnormal development of the dentate gyrus neonatally with distinct inner and outer blades failing to form. This hippocampal defect is corrected from P14 into adulthood [22], [23]. However, the postnatal developmental process does not correct the irregular cerebellum in adult *Cxcr4* KO mice. The abnormal cerebellum, reduced dendrite density and chaotic axon projections of Purkinje cells are still present in *Cxcr4* null mice in adulthood. However, these axon projections do successfully project to the deep cerebellar nuclei.

Thus, to look for the factors that may contribute to the cerebellar phenotype caused by *Cxcr4* deficiency, we measure the gene expression pattern change from the P1 cerebellum. The gene expression profile showed the two most significantly affected pathways were the “ECM receptor interaction” and “focal adhesion”. For example, genes encoding extracellular matrix components such as collagens (*Col1a1*, *Col1a2*, *Col2a1*, *Col3a1*, *Col4a1*, *Col4a5*, *Col4a6*, *Col5a1*, *Col5a2*, *Col6a1*, *Col6a2* and *Col11a2*) and laminins (*Lama1*, *Lama2*, and *Lama3*) were significantly reduced in KO animals. Similarly, genes encoding for signaling molecules that promote cell migration, such as *Met* and *Mylk*, were also down-modulated in KO animals. Conversely, *Slit3* and *Sema5a*, were significantly increased in knockout mice. 

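Of 15 genes listed here, 14 had a named probe (Lama3 had none), and all 14 had a lower mean in KO. Col1a1, the main fibrillar collagen of connective tissue, had a log2 signal of 9.09 ± 0.44 (SD, n = 8) in WT and 8.12 ± 1.20 (SD, n = 7) in KO, a log2 fold change of -0.97 (standard error 0.37, adjusted p = 0.718 from limma). Lama1 had 9.52 ± 0.38 (SD, n = 8) and 8.75 ± 0.48 (SD, n = 7), with all 7 KO arrays below the WT mean. Col4a6, a collagen of basement membranes, had a log2 fold change of -0.49 (standard error 0.12, adjusted p = 0.215). None of the 14 passed limma's test over all genes, 9 were lower at an unadjusted p under 0.05, and 7 were lower when adjusted over the list alone, which is not independent evidence since the study chose these genes on the same samples. Col1a2, Col5a1, Col5a2, Col6a1 and Col6a2 did not pass at an unadjusted p of 0.05 (log2 fold changes of -0.25, -0.38, -0.079, -0.57 and -0.37). A second bright Col6a1 probe did pass it (-0.62, unadjusted p = 0.0316 from limma). Dimmer probes of Col6a1 (-0.036), Col3a1 (-0.045) and Col4a6 (-0.022) did not.

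The mean log2 fold change of the 14 genes was -0.43 (standard error over genes 0.061). It was -0.037 within arrays 1 to 4, where 8 of 14 were negative and 2 passed an unadjusted p of 0.05, and -0.72 within arrays 5 to 8, where all 14 were negative and 12 passed. On single KO arrays, relative to all arrays, the mean signal of the 14 was -0.52, -0.64 and -0.72 in replicates 6, 7 and 8. It was -0.20 in KO replicate 5 and 0.034 to 0.35 in KO replicates 2 to 4. With the array set as a block the mean log2 fold change was -0.40 and 1 gene, Col2a1, passed over all genes (log2 fold change -0.40, adjusted p = 0.0328). With the mean of meningeal genes as a covariate, chosen after the data were seen, it was -0.21 and Col2a1 (adjusted p = 0.00339) and Lama1 (adjusted p = 0.0288) passed.

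Among all 37 measured collagen genes Col15a1 fell and none rose, with 7 lower and 0 higher when adjusted over the list alone. Their mean log2 fold change was -0.17 (adjusted p = 3.48e-07 from camera, adjusted p = 0.108 with an estimated correlation), and Col23a1, a transmembrane collagen, had -0.36 (adjusted p = 0.184). Of 8 laminin genes none passed over all genes, 3 were lower and 0 higher at an unadjusted p under 0.05 and 2 were lower when adjusted over the list alone. The laminin mean was -0.20 (adjusted p = 0.00248 from camera, adjusted p = 0.176 with an estimated correlation), with Lamc3 at -0.44 (adjusted p = 0.494) and Lamb1 at 0.079 (adjusted p = 0.987). Within arrays 1 to 4 these means were -0.0011 and -0.0016, within arrays 5 to 8 -0.31 and -0.36, and with the block -0.17 (adjusted p = 2.7e-06) and -0.19 (adjusted p = 0.0076).

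**Figure D4:**
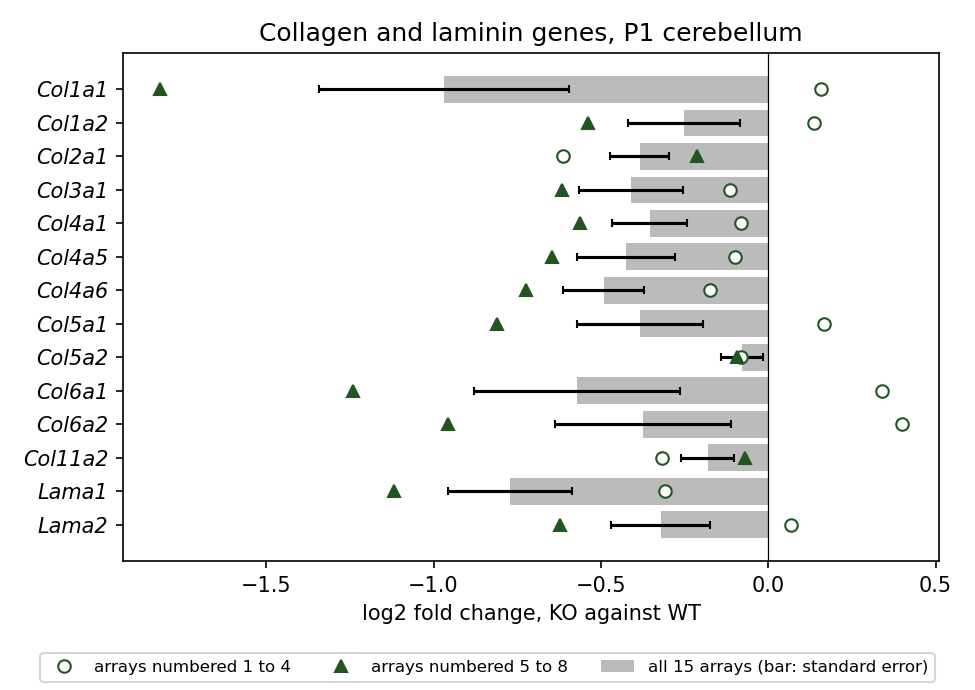
Log2 fold change, KO against WT, of 14 collagen and laminin genes named in the paper. Grey bars with standard errors are all 15 arrays, open circles arrays numbered 1 to 4 and filled triangles arrays numbered 5 to 8. Col1a1 lies at 0.16 in arrays 1 to 4 and -1.82 in arrays 5 to 8.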

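Mylk, the myosin light chain kinase that drives contraction of smooth muscle and motile cells, had a log2 signal of 7.90 ± 0.10 (SD, n = 8) in WT and 7.53 ± 0.33 (SD, n = 7) in KO. Its log2 fold change of -0.37 (standard error 0.11) did not pass over all genes (adjusted p = 0.395 from limma), though the difference taken alone gave p = 0.00622 in an exact permutation test (both sides), with 5 of 7 KO arrays below the lowest WT array. A nearly as bright Mylk probe had a log2 fold change of -0.48 (adjusted p = 0.208 over all probes). Met, the receptor of hepatocyte growth factor, had 6.01 ± 0.05 (SD, n = 8) in WT and 5.85 ± 0.10 (SD, n = 7) in KO, below the array median on all 15 arrays, and a log2 fold change of -0.16 (standard error 0.055, adjusted p = 0.563 from limma). The exact permutation test of Met alone gave p = 0.00109, with 5 of 7 KO arrays below the lowest WT array. The study named Mylk and Met from the same arrays, so that their exact p are not independent evidence. Within arrays 1 to 4 and 5 to 8 the log2 fold changes were -0.13 and -0.54 for Mylk and -0.13 and -0.19 for Met, and with the array set as a block -0.35 (adjusted p = 0.162) and -0.16 (adjusted p = 0.337). Mylk also stands in the list of pericyte and smooth muscle genes, with a mean log2 fold change of -0.15.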

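Sema5a, a transmembrane semaphorin, had a log2 signal of 10.23 ± 0.14 (SD, n = 8) in WT and 10.45 ± 0.21 (SD, n = 7) in KO, a log2 fold change of 0.22 (standard error 0.086) that did not pass over all genes (adjusted p = 0.718 from limma). Its other probe had 0.25 (adjusted p = 0.771 over all probes). Slit3, a secreted guidance ligand, had 6.74 ± 0.08 (SD, n = 8) in WT and 6.89 ± 0.12 (SD, n = 7) in KO, close to the array median, and a log2 fold change of 0.15 (standard error 0.060, adjusted p = 0.753 from limma). Taken alone, exact permutation tests (both sides) gave p = 0.0322 for Sema5a and p = 0.0132 for Slit3, with 4 and 5 of 7 KO arrays above the highest WT array. The study named both genes from the same arrays, so that these p are not independent evidence. The log2 fold changes of Sema5a and Slit3 were 0.11 and 0.063 within arrays 1 to 4, 0.32 and 0.22 within arrays 5 to 8, and 0.22 (adjusted p = 0.481) and 0.15 (adjusted p = 0.493) with the array set as a block.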

SLIT3 is a negative regulator for CXCR4 and CXCL12 and inhibits neurite outgrowth in cultured embryonic and fetal stem cells [24], [25]. SEMA5A inhibits glioma cell migration through RAC1 inactivation [26]. These results further support the hypothesis that a cell migration defect results in extra cellular environment unsuitable for the maturation of developing Purkinje cells. Recently, it has been suggested that Neurog2 is a key regulator of Purkinje cell development and maturation [17]. Ptf1a is a direct regulator of Neurog2 and is also required for the specific generation of Purkinje cells [16], [27]. In our expression array, we detected lower level of expression of these two genes in the KO. We confirmed this finding with quantitative PCR. This suggested that a lower level of *Neurog2* and *Ptf1a* may partially contribute to the defect of Purkinje cell dentritogenesis.

Finally, we assessed the motor and coordination systems of the KO mice. Historical evidence shows that the cerebellum is heavily involved in regulating these systems and that the behavioral defects observed in the KO are consistent with the cerebellar and Purkinje cell abnormalities we observed histologically [28], [29], [30]. Not surprisingly, the KO mice performed poorly in coordination, muscle strength, balance, and skilled walking tests.

In summary, we used *Cxcr4* conditional KO mice to investigate the role of CXCR4 in postnatal cerebellar development, transcriptome profile, and motor behavior. We have provided a systematic study of the effects of knocking out *Cxcr4* within the cerebellum from early postnatal to adult life. We found that CXCR4 is essential for cell migration and that the ectopic positioning of granule cells causes the Purkinje cell ectopia and aberrant dendritogenesis. Our data suggests that Purkinje cells develop abnormally *in vivo* in *Cxcr4* null mice due to an altered cerebellar environment resulting from changes to ECM receptor interactions and focal adhesion. In a series of behavioral tests, the KO mice exhibit poor performance in balance, coordination and skilled walking behavior. This is consistent with functional disruption of the cerebellum. In this study, we provide data on postnatal phenotypes to demonstrate that failure of CXCR4 mediated signaling during early development has profound implications for the development of the cerebellum throughout life.

## Supporting Information

Figure S1 **(A,B) The CNPase and Calbindin staining shows that Purkinje cells send axons to deep cerebellar nuclei in both WT and KO mice.** (C,D) Greater magnification reveals these Purkinje cell axons are myelinated in both WT and KO mice. Scale bars = 200 µm in A,B; 50 µm in C,D.
(TIFF)

Figure S2 **(A,B) Golgi staining showed Purkinje cells in adult KO mice have significant less complex dendritic arborisation. Scale bars = 100 µm.**
(TIF)

Table S1 **Significantly altered pathways in Cxcr4 vs wild-type comparison.**
(XLSX)

## References

[1] TissirF, WangCE, GoffinetAM (2004) Expression of the chemokine receptor Cxcr4 mRNA during mouse brain development. Brain Res Dev Brain Res 149: 63–71.1501363010.1016/j.devbrainres.2004.01.002

[2] MaQ, JonesD, BorghesaniPR, SegalRA, NagasawaT, et al (1998) Impaired B-lymphopoiesis, myelopoiesis, and derailed cerebellar neuron migration in CXCR4- and SDF-1-deficient mice. Proc Natl Acad Sci U S A 95: 9448–9453.968910010.1073/pnas.95.16.9448PMC21358

[3] ZouYR, KottmannAH, KurodaM, TaniuchiI, LittmanDR (1998) Function of the chemokine receptor CXCR4 in haematopoiesis and in cerebellar development. Nature 393: 595–599.963423810.1038/31269

[4] ZhuY, YuT, ZhangXC, NagasawaT, WuJY, et al (2002) Role of the chemokine SDF-1 as the meningeal attractant for embryonic cerebellar neurons. Nat Neurosci 5: 719–720.1208034410.1038/nn881PMC2072873

[5] YuT, HuangH, LiHF (2010) Stromal cell-derived factor-1 promotes migration of cells from the upper rhombic lip in cerebellar development. J Neurosci Res 88: 2775–2786.2056828810.1002/jnr.22454

[6] LeinES, HawrylyczMJ, AoN, AyresM, BensingerA, et al (2007) Genome-wide atlas of gene expression in the adult mouse brain. Nature 445: 168–176.1715160010.1038/nature05453

[7] ChungSH, SekiK, ChoiBI, KimuraKB, ItoA, et al (2010) CXC chemokine receptor 4 expressed in T cells plays an important role in the development of collagen-induced arthritis. Arthritis Res Ther 12: R188.2093989210.1186/ar3158PMC2991023

[8] TakashimaY, EraT, NakaoK, KondoS, KasugaM, et al (2007) Neuroepithelial cells supply an initial transient wave of MSC differentiation. Cell 129: 1377–1388.1760472510.1016/j.cell.2007.04.028

[9] FuruyaS, MakinoA, HirabayashiY (1998) An improved method for culturing cerebellar Purkinje cells with differentiated dendrites under a mixed monolayer setting. Brain Res Brain Res Protoc 3: 192–198.981332110.1016/s1385-299x(98)00040-3

[10] FarrTD, LiuL, ColwellKL, WhishawIQ, MetzGA (2006) Bilateral alteration in stepping pattern after unilateral motor cortex injury: a new test strategy for analysis of skilled limb movements in neurological mouse models. J Neurosci Methods 153: 104–113.1630974610.1016/j.jneumeth.2005.10.011

[11] PevnyLH, SockanathanS, PlaczekM, Lovell-BadgeR (1998) A role for SOX1 in neural determination. Development 125: 1967–1978.955072910.1242/dev.125.10.1967

[12] LiM, PevnyL, Lovell-BadgeR, SmithA (1998) Generation of purified neural precursors from embryonic stem cells by lineage selection. Curr Biol 8: 971–974.974240010.1016/s0960-9822(98)70399-9

[13] KleinRS, RubinJB, GibsonHD, DeHaanEN, Alvarez-HernandezX, et al (2001) SDF-1 alpha induces chemotaxis and enhances Sonic hedgehog-induced proliferation of cerebellar granule cells. Development 128: 1971–1981.1149352010.1242/dev.128.11.1971

[14] MiyataT, MaedaT, LeeJE (1999) NeuroD is required for differentiation of the granule cells in the cerebellum and hippocampus. Genes Dev 13: 1647–1652.1039867810.1101/gad.13.13.1647PMC316850

[15] BradleyP, BerryM (1978) The Purkinje cell dendritic tree in mutant mouse cerebellum. A quantitative Golgi study of Weaver and Staggerer mice. Brain Res 142: 135–141.7504410.1016/0006-8993(78)90182-8

[16] HenkeRM, SavageTK, MeredithDM, GlasgowSM, HoriK, et al (2009) Neurog2 is a direct downstream target of the Ptf1a-Rbpj transcription complex in dorsal spinal cord. Development 136: 2945–2954.1964101610.1242/dev.035352PMC2723066

[17] FlorioM, LetoK, MuzioL, TinterriA, BadaloniA, et al (2012) Neurogenin 2 regulates progenitor cell-cycle progression and Purkinje cell dendritogenesis in cerebellar development. Development 139: 2308–2320.2266982110.1242/dev.075861PMC3367442

[18] HoshinoM, NakamuraS, MoriK, KawauchiT, TeraoM, et al (2005) Ptf1a, a bHLH transcriptional gene, defines GABAergic neuronal fates in cerebellum. Neuron 47: 201–213.1603956310.1016/j.neuron.2005.06.007

[19] SellickGS, BarkerKT, Stolte-DijkstraI, FleischmannC, ColemanRJ, et al (2004) Mutations in PTF1A cause pancreatic and cerebellar agenesis. Nat Genet 36: 1301–1305.1554314610.1038/ng1475

[20] Al-ShammariM, Al-HusainM, Al-KharfyT, AlkurayaFS (2011) A novel PTF1A mutation in a patient with severe pancreatic and cerebellar involvement. Clin Genet 80: 196–198.2174936510.1111/j.1399-0004.2010.01613.x

[21] ZhuY, MatsumotoT, MikamiS, NagasawaT, MurakamiF (2009) SDF1/CXCR4 signalling regulates two distinct processes of precerebellar neuronal migration and its depletion leads to abnormal pontine nuclei formation. Development 136: 1919–1928.1942978810.1242/dev.032276

[22] LiG, KataokaH, CoughlinSR, PleasureSJ (2009) Identification of a transient subpial neurogenic zone in the developing dentate gyrus and its regulation by Cxcl12 and reelin signaling. Development 136: 327–335.1910380410.1242/dev.025742PMC2685973

[23] LuM, GroveEA, MillerRJ (2002) Abnormal development of the hippocampal dentate gyrus in mice lacking the CXCR4 chemokine receptor. Proc Natl Acad Sci U S A 99: 7090–7095.1198385510.1073/pnas.092013799PMC124533

[24] LinL, IsacsonO (2006) Axonal growth regulation of fetal and embryonic stem cell-derived dopaminergic neurons by Netrin-1 and Slits. Stem Cells 24: 2504–2513.1684055010.1634/stemcells.2006-0119PMC2613222

[25] MarlowR, StricklandP, LeeJS, WuX, PebenitoM, et al (2008) SLITs suppress tumor growth in vivo by silencing Sdf1/Cxcr4 within breast epithelium. Cancer Res 68: 7819–7827.1882953710.1158/0008-5472.CAN-08-1357PMC3075571

[26] LiX, LeeAY (2010) Semaphorin 5A and plexin-B3 inhibit human glioma cell motility through RhoGDIalpha-mediated inactivation of Rac1 GTPase. J Biol Chem 285: 32436–32445.2069676510.1074/jbc.M110.120451PMC2952245

[27] PascualM, AbasoloI, Mingorance-Le MeurA, MartinezA, Del RioJA, et al (2007) Cerebellar GABAergic progenitors adopt an external granule cell-like phenotype in the absence of Ptf1a transcription factor expression. Proc Natl Acad Sci U S A 104: 5193–5198.1736040510.1073/pnas.0605699104PMC1829285

[28] SidmanRL, LanePW, DickieMM (1962) Staggerer, a new mutation in the mouse affecting the cerebellum. Science 137: 610–612.1391255210.1126/science.137.3530.610

[29] BeckerEB, OliverPL, GlitschMD, BanksGT, AchilliF, et al (2009) A point mutation in TRPC3 causes abnormal Purkinje cell development and cerebellar ataxia in moonwalker mice. Proc Natl Acad Sci U S A 106: 6706–6711.1935190210.1073/pnas.0810599106PMC2666615

[30] IsaacsAM, OliverPL, JonesEL, JeansA, PotterA, et al (2003) A mutation in Af4 is predicted to cause cerebellar ataxia and cataracts in the robotic mouse. J Neurosci 23: 1631–1637.1262916710.1523/JNEUROSCI.23-05-01631.2003PMC6741966

How the deposited data were processed for this re-analysis (not part of the article)

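Gene expression in cerebella of 8 WT and 7 KO mice on postnatal day 1 was measured on 15 Illumina MouseRef-8 v2 BeadChip arrays, 1 per sample. Samples were grouped by the genotype in their labels. The labels and the paper's text give neither the sex of the animals nor the BeadChip of an array. Values of the paper's quantitative PCR, histology and behaviour are not analysed here.

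The authors amplified and biotin-labelled RNA, extracted probe signals with GenomeStudio and deposited 2 tables of 25697 probes. The first table holds the signal intensity per probe on a linear scale, deposited without normalization between arrays. No detection p was used, and no value is at or below 0. The second table holds the log2 values the authors made from it, shifted so that every array has a median of 6.84. They equal the log2 of the first table after both are centred on the array medians, to within 6.2e-05. Array medians of the signal were 101.2 to 120.8 in WT and 97.3 to 122.9 in KO. The number of arrays limits the precision.

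Signals were log2 transformed and scaled to a common median, as the methods state. Gene symbols came from the platform annotation supplied with the series, updated through Entrez identifiers with a RefSeq table of the assembly GRCm38.p6. Of the probes, 23978 had 1 symbol, 0 had several and 1719 had none, and 23962 matched the table. The probe with the highest mean over all arrays stood for its gene, which left 16593 genes, 4777 of them with more than 1 probe. No filter on dim probes was applied. KO was compared with WT in limma 3.58.1 (lmFit and eBayes, tests of both sides) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. For 8 genes stated as changed in the paper, the difference of mean log2 signal was also tested by an exact permutation test over all 6435 splits of the arrays. The study named these genes from the same arrays, so that these p are not independent evidence. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

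Comparisons, 40 gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule takes every gene the paper's text names as changed, the 10 largest changes in each direction among genes past the threshold, and the 4 genes with the lowest p of each list that passed. Genes outside it, namely Gria1, Plec, Egln3, Xist, Eif2s3y and Ttr, were chosen after their values were seen. The lists were written from general knowledge. They comprise 8 pathways after Table S1, whose membership was recalled from KEGG, 8 gene families, 16 cell types or regions, 3 processes and 5 technical lists. A list was tested by camera with a preset correlation of 0.01 and adjustment over 40 lists. Alternatives were camera with an estimated correlation and fry. In addition, 687 Reactome sets of 15 to 500 measured genes were tested by camera.

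The enrichment score was computed as the methods describe for the GSEA software, from signal-to-noise ratios with weight 1 and 1000 permutations of the sample labels with a fixed seed. As in that software, the SD of a gene was set to no less than 0.2 of its mean. This floor was chosen before any score was seen but was not part of the fixed design. On the log2 scale it exceeded the SD of every gene whose log2 fold change is given here. Slc22a6 in KO came closest, with an SD of 1.25 around a mean of 7.40. The ratio of these genes is therefore their log2 fold change divided by a share of the mean signals. Their spread between arrays enters the scores only through the permuted labels. The error of a score is a jackknife standard error over arrays. The gene sets and the version of the software that the paper names were not used here, nor was the authors' probe selection.

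The scripts were tested on simulated data with the real genes and spread. Each gene was drawn independently, so that neither the correlation between genes nor the array sets of the real data are represented. The recovery may therefore be better than on the real data. Of 100 genes changed by 0.3 on the log2 scale limma recovered 45% and of 100 changed by 0.6 it recovered 92%, with 8 false calls. A simulated list of 70 genes shifted by -0.15 had a normalized enrichment score of -1.835 (p = 0.00228 by permutation of the labels), and a list that was not shifted had p = 0.675.

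Alternatives fixed beforehand were quantile normalization, no normalization, normexp background correction with an offset of 50, the authors' log2 table, leaving out probes not above the array median on at least 7 arrays, the mean of a gene's probes, the replicate number as a block, array weights, eBayes with trend and robust settings, other thresholds, an unweighted running sum, Reactome sets in place of the pathways, and leaving out each array in turn. Added after seeing the data were the array set (arrays numbered 1 to 4 or 5 to 8) as a block, each array set alone, the mean of 42 meningeal genes outside the matrix as a covariate, the Xist signal as a covariate, no floor on the SD, random gene sets in place of permuted labels, and leaving out Cxcr4 from the list tests and enrichment scores. The Reactome set was extracellular matrix organization for ECM-receptor interaction, integrin cell surface interactions for focal adhesion and cell-cell communication for adherens junction. It was axon guidance for axon guidance and chemokine receptors bind chemokines for chemokine signaling. These are related sets and not the same pathways. Counts with other splits of the samples used 100 splits, the real one included. Principal components were computed from the log2 signals of all genes, centred per gene.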

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

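The tests with the array set as a block, within each array set, with a covariate and of the correlation over arrays were chosen only after the results they bear on were seen.

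In groups of 7 or 8 arrays, a single array lay far from the others of its genotype in 7 of 160 groups of values tested, where chance alone gives about 1 in 20. For each, the gap to the nearest array is given as a share of the whole range. Col5a1 was high in WT replicate 6 (10.96 against 10.14 to 10.37 on the other WT arrays, share 0.711). The integrin list mean was high in KO replicate 4 (0.11 against -0.058 to 0.0064, share 0.604). The granule cell progenitor mean was high in WT replicate 5 (0.036 against -0.096 to -0.040, share 0.571) and the medulla and pons mean in KO replicate 8 (0.22 against -0.091 to 0.041, share 0.569). In KO replicate 2 the cell cycle mean was low (-0.35 against -0.072 to 0.13, share 0.588) and the mean of immediate early genes high (0.33 against -0.095 to 0.0063, share 0.760). The mean of the sex-linked genes was low in KO replicate 7 (-0.28 against 0.12 to 0.38, share 0.604).

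Among the genes that passed limma's test, 18 are not named in the paper's text, and their values are given with the overall counts.

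The lower level of ECM-receptor interaction genes in KO was set against 3 other explanations. With the array set as a block the list mean stayed at -0.113 (standard error over genes 0.028, adjusted p = 6.3e-05 from camera), while 3451 genes differed between the sets. The genotypes are nearly balanced over the sets (4 WT and 3 KO, 4 WT and 4 KO). A constant shift between the sets could therefore hardly move this mean, and the block tests little here. The list mean was 0.012 within arrays 1 to 4 and -0.22 within arrays 5 to 8, so that an effect present in some arrays alone stays open. On single arrays, relative to the mean over all, it was -0.132, -0.200 and -0.211 in KO replicates 6, 7 and 8 but -0.032 in KO replicate 5 of the same set, near WT replicate 7 (-0.024). KO replicates 6, 7 and 8 also had the highest scores on the first principal component (19.6 to 23.4, next WT replicate 7 with 14.7), and what sets these arrays apart is not known. A smaller share of meningeal or fibroblast cells stays open. The meningeal genes outside the matrix had a mean log2 fold change of -0.263 (standard error over genes 0.061), with Slc22a6 at -1.22 and Emp1 at -0.59. With arrays as units, an exact permutation test gave p = 0.182 for this meningeal list and 0.0396 for ECM-receptor interaction. The mean of ECM-receptor interaction moved to -0.052 (adjusted p = 0.025 from camera) with 42 of the meningeal genes as a covariate. Over the 15 arrays, the mean of these 42 genes and that of the list had r = 0.945 and rho = 0.907 (permutation p = 1e-05, the smallest these permutations can give, and 3e-05), r = 0.892 without the 2 arrays farthest from the median, r = 0.906 in WT, 0.982 in KO, 0.823 within arrays 1 to 4 and 0.987 within arrays 5 to 8. Fewer blood vessel cells stay open too, with a mean of -0.158 (standard error over genes 0.026) over 51 endothelial and pericyte genes. With arrays as units, exact permutation tests gave p = 0.0867 for the endothelial and 0.0634 for the pericyte list. An effect of the genotype on the matrix genes or on these cells, and the amount of meninges left by dissection, stay open as well and were not tested apart.

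The number of genes that differ between WT and KO was set against chance and against the sexes of the animals. Of 100 splits of the arrays, the real one included, 1 gave as many genes, the real one with 21. The highest other gave 4, in a split that kept 6 of the 7 KO arrays together. This argues against chance, but 100 of 6435 splits cannot exclude it, and the 21 include the deleted gene Cxcr4. The split that follows the array sets gave 3418 genes, which points to a structure of the samples, and with the array set as a block 20 genes were lower and 15 higher in KO. With the Xist signal as a covariate, the log2 fold changes of the 21 genes were a median 1.05 times those without it (standard error over genes 0.026, lowest 0.843), which argues against the sexes as the source of these differences, while 10 of the 21 genes passed, as their median standard error rose from 0.0859 to 0.109. Effects of genotype, directly or through the cell types present, stay open.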

How the results depend on the processing

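Tests with the array set as a block, within 1 array set, with a covariate, without a floor on the SD, with random gene sets or without Cxcr4 were chosen only after the results were seen.

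Cxcr4 passed an adjusted p under 0.05 in every setting, and Cxcl12, Met (left out with the dim probes), Mylk, Slit3 and Sema5a kept their direction and passed it in none. The counts of genes lower and higher (13 and 8) kept within 1.5 times except as follows. They were 5 higher with the replicate number as a block, 7 lower with no normalization and with the mean of probes, 8 and 3 at an adjusted p under 0.01 and 436 and 508 at an unadjusted p under 0.05. They were 20 and 15 with the array set as a block, 22 and 14 with the meningeal covariate, 2 higher with the Xist covariate and 37 lower within arrays 5 to 8. Neurog2 did not pass with the mean of probes (-0.29, adjusted p = 0.163) or within arrays 1 to 4 (-0.54), nor Ptf1a within arrays 1 to 4 (-0.53) or with the Xist covariate (-0.76). Collagens and laminins named in the paper that passed (0) were 1 with the block, 2 with the meningeal covariate, 1 within arrays 1 to 4, 5 within arrays 5 to 8, and 0 to 1 leaving out an array (1 without KO replicate 4). The number of lists called by camera (18) was 10 within arrays 1 to 4, 5 with an estimated correlation and 1 with fry. Without Cxcr4 it stayed 18, but with an estimated correlation focal adhesion alone passed (adjusted p = 0.0139), since ECM-receptor interaction, granule cell progenitors and pericytes moved from an adjusted p of 0.0413 to 0.0507, 0.0504 and 0.0507, and leukocyte transendothelial migration to 0.0704. Of these lists only the leukocyte list holds Cxcr4, and the others share the adjustment over all lists with it.

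Called lists changed sign within arrays 1 to 4, where the means were 0.012 for ECM-receptor interaction, 0.17 and 0.19 for the meningeal matrix and other meningeal genes, 0.043 for endothelium, 0.026 for pericytes and 0.097 for microglia. Cerebellar nuclei had 0.038 with the Xist covariate and microglia 0.00054 with the meningeal covariate. The cause was not tested.

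With the replicate number as a block 10 genes were lower. The same number did not pair the arrays, since the correlations of same-numbered arrays ran from -0.196 to 0.394 and 1 of 7 WT arrays (replicate 7) correlated best with the KO array of its number. With this block the NES were -1.46 for focal adhesion, -1.40 for chemokine signaling, -1.41 for adherens junction, -1.37 for gap junction and -1.28 for the cytokine list, all at a nominal p above 0.05. BeadChip as a block was not run, since the chips are not given.

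Other NES that crossed a nominal p of 0.05 follow, and the cause was not tested. Within arrays 1 to 4 the permutations cannot give a p under 0.05. ECM-receptor interaction was -2.56 with random gene sets, -2.09 with these and no floor and 0.855 within arrays 1 to 4. Leaving out an array it was -1.52 to -1.40, and it passed without WT replicate 2, KO replicate 2 or KO replicate 4. Focal adhesion was -1.05 within arrays 1 to 4, -1.60 within arrays 5 to 8 and -1.45 with the Reactome set of integrin cell surface interactions. Axon guidance was -1.49 with quantile normalization, -1.54 with none, -1.44 without dim probes, -1.47 with the mean of probes, -1.49 with the array set as a block, -1.35 with the Reactome set, -1.60 with random gene sets and -1.48 with these and no floor. Leaving out an array it was -1.48 to -1.23, and it passed without WT replicate 4 or KO replicate 7. Chemokine signaling was -1.28 and -1.59 within the array sets. Leukocyte transendothelial migration was -1.50 without dim probes, -1.89 unweighted, -1.77 without a floor, -1.97 with random gene sets and -2.08 with these and no floor. Leaving out an array it was -1.52 to -1.32, and it passed without WT replicate 1, KO replicate 2, KO replicate 3 or KO replicate 5.

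Adherens junction was -1.3005 with no normalization, -1.38 with normexp, -1.40 without dim probes, -1.34 with array weights, -1.59 unweighted, -1.45 without a floor, -1.17 and -1.37 within the array sets and -1.14 with the Reactome set of cell-cell communication. Leaving out an array it was -1.65 to -1.34, and it did not pass without WT replicates 5, 6 or 7 or KO replicate 2. Gap junction was -1.32 with no normalization, -1.24 without a floor, -1.45 with the array set as a block and -1.02 and -1.54 within the array sets. Leaving out an array it was -1.58 to -1.37, and it did not pass without WT replicates 1, 2, 3, 5 or 6 or KO replicates 2 or 8. The cytokine list was -1.15 without Cxcr4 (permutation, nominal p = 0.199), -1.12 with no normalization, -0.780 unweighted, -1.26 without a floor and -0.92 and -1.45 within the array sets. Leaving out an array it was -1.57 to -1.29, and it did not pass without WT replicates 1, 3, 4 or 6 or KO replicates 5, 7 or 8. Single named genes and list means in settings fixed beforehand kept direction and side of the threshold in 2741 comparisons, lost the call in 79 and gained one in 32.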

Differences from the paper's values

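Tests in this part that use random gene sets, no floor on the SD, the array set, the meningeal covariate or lists without Cxcr4 were chosen only after the results were seen.

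The paper's NES for ECM-receptor interaction is -2.23215 and the value here -1.45, and for focal adhesion they are -2.1787 and -1.63. For leukocyte transendothelial migration the paper's value is -1.88874 and the value here -1.39, and for axon guidance they are -1.71346 and -1.44. In this order the jackknife standard errors are 0.131, 0.107, 0.252 and 0.243. The enrichment scores before normalization were -0.671, -0.552, -0.482 and -0.394 here, against -0.559, -0.469, -0.444 and -0.395 in the paper. They were thus larger in size here, and nearly equal for axon guidance. The smaller NES here therefore goes with the permuted scores by which the enrichment score is divided. For ECM-receptor interaction and focal adhesion, none of the alternatives set before the data were examined gave a score within that error of the paper's. For leukocyte transendothelial migration, only the unweighted running sum did (-1.89). For axon guidance, quantile normalization (-1.49), no normalization (-1.54) and leaving out KO replicate 7 (-1.48) did and the others did not. The gene sets were recalled and are not the authors' sets.

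Random gene sets in place of permuted sample labels, chosen after seeing the values, gave -2.56, -2.41, -1.97 and -1.60 in the same order, and with no floor as well -2.09, -2.16, -2.08 and -1.48. Leukocyte transendothelial migration and axon guidance came within the error in both, focal adhesion in the latter only and ECM-receptor interaction in neither. Permuted labels without the floor, chosen after seeing the values too, gave -1.63, -1.80, -1.77 and -1.23, within the error for leukocyte transendothelial migration only. Leaving out Cxcr4 brought none of these 4 within the error. Of the other pathways, it moved the chemokine signaling pathway (-1.38) away from the paper's score by more than its error, random gene sets moved cytokine-cytokine receptor interaction (-1.74) away from the paper's score by more than its error, and permuted labels without the floor did so for the chemokine signaling pathway (-1.54). The paper's methods state a permutation of the samples. With random gene sets, with or without the floor, all 8 pathways had a nominal p under 0.05, so none that the paper calls was dropped. With permuted labels and no floor 5 of 8 did not, namely ECM-receptor interaction, axon guidance, adherens junction, gap junction and cytokine-cytokine receptor interaction.

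The paper ranks ECM-receptor interaction and focal adhesion as the pathways affected most. By NES, focal adhesion stood at rank 2 here and ECM-receptor interaction at rank 5, behind the chemokine signaling pathway, focal adhesion, gap junction and adherens junction. Without Cxcr4, left out after seeing the values, the chemokine signaling pathway stood behind both. By camera, these pathways had the lowest p of the 8 (adjusted p = 1.35e-05 and 3.76e-05), and random gene sets, chosen after seeing the values, gave them the lowest NES.

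The paper calls all 8 pathways at its nominal threshold. Here ECM-receptor interaction, axon guidance and leukocyte transendothelial migration did not reach it (permutation of the labels, nominal p = 0.062, 0.0591 and 0.0783). Random gene sets, chosen after seeing the values, brought all 3 past it and dropped none of the 8. Leaving out Cxcr4, also chosen later, brought none of the 3 past it and dropped cytokine-cytokine receptor interaction (-1.15, permutation of the labels, nominal p = 0.199). Leaving out WT replicate 2, KO replicate 2 or KO replicate 4 did so for ECM-receptor interaction. For axon guidance, quantile normalization, no normalization, leaving out dim probes, the mean of probes, the Reactome set, leaving out WT replicate 4 or KO replicate 7 and, chosen after seeing the data, the array set as a block did so. For leukocyte transendothelial migration, leaving out dim probes, the unweighted running sum, leaving out WT replicate 1, KO replicate 2, KO replicate 3 or KO replicate 5 and, chosen after seeing the values, no floor did so.

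For Neurog2 and Ptf1a, the fold changes here (-1.49 and -1.65) are smaller in size than those the paper states for each. The paper gives Cxcl12, Met, Mylk, Slit3, Sema5a and 15 collagens and laminins as changed. All of those measured had the stated direction here, but none passed an adjusted p under 0.05 over all genes, and the paper's text names no adjustment for single genes. At an unadjusted p under 0.05, Cxcl12, Met, Mylk, Slit3, Sema5a and 9 of the 14 measured matrix genes passed, and Col1a2, Col5a1, Col5a2, Col6a1 and Col6a2 did not. For Col6a1 this holds for the brightest probe, while a second bright probe passed (-0.62, unadjusted p = 0.0316 from limma). At an adjusted p under 0.05, matrix genes that passed numbered 1 with the array set as a block, 2 with the meningeal covariate, 1 within arrays 1 to 4 and 5 within arrays 5 to 8, all chosen after seeing the data, and 1 without KO replicate 4.

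The paper describes an extensive decrease of genes of cell-cell adhesion in these pathways. Of 78 cell-cell adhesion molecules, 8 were lower and 5 higher at an unadjusted p under 0.05, while of the genes of the 8 pathways 54 were lower and 30 higher. The paper's statement concerns genes of these pathways, while the 78 are a family list that is not restricted to them.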

Other observations

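Tests within an array set and with the array set as a block were chosen only after the results were seen.

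The list of genes of granule cell progenitors, the dividing cells of the outer cerebellar layer, had a higher mean in KO. Of 25 measured, Sfrp1 and Barhl1 rose and none fell, and 5 were higher and 1 lower when adjusted over the list alone. Mfap4 had a log2 fold change of 0.60 (adjusted p = 0.058 from limma) and Meis1, a transcription factor, 0.21 (adjusted p = 0.558). By camera with an estimated correlation the list passed (adjusted p = 0.0413), but no longer when Cxcr4 was left out, which was chosen later. The list does not hold Cxcr4, so that its own genes stayed the same, while its adjusted p depends on the other lists too. The list mean was 0.11 (adjusted p = 0.00153 from camera with the preset correlation). It was 0.13 within arrays 1 to 4, 0.099 within arrays 5 to 8 and 0.11 with the array set as a block. Fry's test of a shift in one direction called this list alone of the 40 (adjusted p = 0.00765).

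Of 22 genes of radial and Bergmann glia, Gdf10 fell and none rose (3 lower and 0 higher when adjusted over the list alone). Nes and Vim, intermediate filaments of radial glia, had -0.50 (adjusted p = 0.177) and -0.38 (adjusted p = 0.264), and Slc1a3, a glutamate transporter, had -0.18 (adjusted p = 0.756). The mean was -0.11 (adjusted p = 8.55e-05, adjusted p = 0.162 with an estimated correlation). Within the array sets it was -0.019 and -0.20. With the block it was -0.12, and Nes (adjusted p = 0.00519) and Vim (adjusted p = 0.0239) passed.

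Of 15 oligodendrocyte genes, Bcas1 rose and none fell, with the same counts when adjusted over the list alone. Gpr17, a receptor of oligodendrocyte precursors, had 0.33 (adjusted p = 0.861), Ugt8a, an enzyme of myelin lipids, 0.19 (adjusted p = 0.826) and Olig2, a transcription factor of the lineage, 0.16 on a dim probe (adjusted p = 0.776). The mean was 0.13 (adjusted p = 0.000895, adjusted p = 0.162 with an estimated correlation), 0.21 and 0.053 within the array sets and 0.13 with the block.

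Of 12 genes of cerebellar nuclei and unipolar brush cells none passed limma's test, over all genes or adjusted over the list alone (1 lower and 0 higher at an unadjusted p under 0.05). Irx3 had -0.25 (adjusted p = 0.605), Lhx9 -0.29 (adjusted p = 0.93), Calb2 -0.17 (adjusted p = 0.941) and Slc17a6 -0.085 (adjusted p = 0.991). Their mean was -0.068 (adjusted p = 0.0421 from camera, adjusted p = 0.402 with an estimated correlation). It was -0.11 and -0.040 within the array sets and -0.075 with the block. The list did not pass without WT replicate 1 (-0.056), WT replicate 2 (-0.055), WT replicate 7 (-0.014), KO replicate 3 (-0.043), KO replicate 4 (-0.054) or KO replicate 5 (-0.058).

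None of 61 ribosomal protein genes (0 lower and 10 higher at an unadjusted p under 0.05) and none of 77 genes of the respiratory chain (0 lower and 4 higher) passed limma's test, over all genes or adjusted over the list alone. Rpl27 had 0.18 (adjusted p = 0.344), Rpl9 0.18 (adjusted p = 0.416), Rpl7a 0.23 (adjusted p = 0.593) and Rps6 0.15 (adjusted p = 0.598). Uqcrh had 0.18 (adjusted p = 0.624), Cox6a1 0.18 (adjusted p = 0.763), Ndufa3 0.16 (adjusted p = 0.785) and Ndufa1 0.18 (adjusted p = 0.826). The means were 0.084 (adjusted p = 1.69e-07 from camera, adjusted p = 0.364 with an estimated correlation) and 0.068 (adjusted p = 6.66e-06, adjusted p = 0.402 with an estimated correlation). They were 0.051 and 0.067 within arrays 1 to 4, 0.090 and 0.050 within arrays 5 to 8, and 0.072 and 0.058 with the block.

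The other lists did not pass camera. Mean log2 fold changes were 0.027 for differentiating granule cells (adjusted p = 0.41), -0.026 for the cell cycle (adjusted p = 0.0933), 0.032 for Sonic hedgehog targets (adjusted p = 0.878), 0.019 for synapse (adjusted p = 0.543) and -0.011 for integrins (adjusted p = 0.713). Those of midbrain and colliculi were -0.0039 (adjusted p = 0.92), of medulla and pons 0.026 (adjusted p = 0.803) and of erythroid cells -0.027 (median 0.012, adjusted p = 0.424). Immediate early genes had 0.020 (direction of the test down, adjusted p = 0.543), heat shock and hypoxia -0.016 (median 0.012, adjusted p = 0.146) and sex-linked genes 0.32 (adjusted p = 0.389). In these lists, limma called Barhl1 (midbrain and colliculi) and Sfrp1 (Sonic hedgehog targets) higher and Gria1 (synapse) and Egln3 (heat shock and hypoxia) lower. Adjusted over the list alone, 0 genes were lower and 1 higher for integrins, midbrain and Sonic hedgehog targets, 1 and 1 for synapse, 2 and 0 for heat shock and 1 and 2 for sex-linked genes, and none in the others. At an unadjusted p under 0.05, 1 gene was lower and 2 higher for differentiating granule cells, 1 and 0 for erythroid cells, the cell cycle and immediate early genes, and 1 and 2 for medulla and pons. The cell cycle list passed without WT replicate 1 (-0.040), WT replicate 8 (-0.044), KO replicate 3 (-0.050), KO replicate 4 (-0.047) or KO replicate 5 (-0.041), and the immediate early genes without KO replicate 2 (-0.032).

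The choroid plexus list (29 genes, none called by limma or over the list alone, 2 lower and 0 higher at an unadjusted p under 0.05) had a mean of 0.026 and a median of 0.10 with the direction of the test down (adjusted p = 0.543). It was 0.63 within arrays 1 to 4 and -0.47 within arrays 5 to 8 (adjusted p = 0.00109 and 0.00173 from camera with its preset correlation only), and -0.17 without KO replicate 5 (adjusted p = 0.0304). An exact permutation test of this difference between the array sets gave p = 0.231 (adjusted p = 0.231 over 12 lists).

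Of 687 Reactome sets, 19 were lower and 16 higher by camera and 0 held with an estimated correlation. The lowest p values were those of non-integrin membrane-ECM interactions (mean -0.16, adjusted p = 1.61e-06) and assembly of collagen fibrils (mean -0.19, adjusted p = 1.61e-06), and among sets that were higher that of translation elongation (mean 0.084, adjusted p = 1.61e-06).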
